# Single-Cell RNA Sequencing Analysis of the Early Postnatal Mouse Lens Epithelium

**DOI:** 10.1167/iovs.64.13.37

**Published:** 2023-10-23

**Authors:** Adrienne A. Giannone, Caterina Sellitto, Barbara Rosati, David McKinnon, Thomas W. White

**Keywords:** mouse, lens development, single-cell sequencing, postnatal day 2

## Abstract

**Purpose:**

The lens epithelium maintains the overall health of the organ. We used single-cell RNA sequencing (scRNA-seq) technology to assess transcriptional heterogeneity between cells in the postnatal day 2 (P2) epithelium and identify distinct epithelial cell subtypes. Analysis of these data was used to better understand lens growth, differentiation, and homeostasis on P2.

**Methods:**

scRNA-seq on P2 mouse lenses was performed using the 10x Genomics Chromium Single Cell 3′ Kit (v3.1) and short-read Illumina sequencing. Sequence alignment and preprocessing of data were conducted using 10x Genomics Cell Ranger software. Seurat was employed for preprocessing, quality control, dimensionality reduction, and cell clustering, and Monocle was utilized for trajectory analysis to understand the developmental progression of the lens cells. CellChat and GO analyses were used to explore cell–cell communication networks and signaling interactions.

**Results:**

Lens epithelial cells (LECs) were divided into seven subclusters, classified by specific gene markers. The expression of crystallin, cell-cycle, and metabolic genes was not uniform, indicating distinct functional roles of LECs. Trajectory analysis predicted a bifurcation of differentiating and cycling cells from an *Igfbp5+* progenitor pool. We also identified heterogeneity in signaling molecules and pathways, suggesting that cycling and progenitor subclusters have prominent roles in coordinating crosstalk.

**Conclusions:**

scRNA-seq corroborated many known markers of epithelial differentiation and proliferation while providing further insight into the pathways and genes directing these processes. Interestingly, we demonstrated that the developing epithelium can be divided into distinct subpopulations. These clusters reflect the transcriptionally diverse roles of the epithelium in proliferation, signaling, and maintenance.

The anterior surface of the eye lens is covered by a monolayer epithelium that provides the sustenance, coordinated transport, and communication that the lens requires for growth and development and to maintain its optical properties.^1^^,^^2^ In addition, these epithelial cells must differentiate into fibers cells at the lens equator that express high levels of crystallin protein to provide the high refractive index required to focus images on the retina.^3^ During development, epithelial cells undergo proliferation to provide new cells destined for the fiber differentiation pathway and new epithelial cells for the growing surface area of the lens.^4^^,^^5^ Furthermore, the non-proliferating epithelial cells have well established and spatially segregated metabolic and transport functions.^6^^,^^7^ Although derived from a common origin, lens epithelial cells fulfill a variety of specialized functions to maintain the developmental and homeostatic needs of the growing lens.

Lens epithelial cell (LEC) proliferation is dependent on growth factor responses. Specifically, fibroblast growth factor (FGF) induction of mitogen-activated protein kinase/extracellular regulated kinase 1/2 (MAPK/ERK1/2) and the phosphoinositide 3-kinase (PI3K)/Akt signaling pathways have been implicated in epithelial proliferation, migration, and differentiation decisions.^8^^,^^9^ FGF-induced responses in LECs depend on fibroblast growth factor receptors (FGFRs) and subsequent downstream signaling events. In embryonic and early postnatal mouse lenses, LEC proliferation occurs across the anterior epithelium, with the highest levels near the equator.^10^^,^^11^ In older rodent lenses, LEC proliferation is concentrated in a specific area of the epithelial monolayer, located just anterior to the equatorial region, referred to as the germinative zone.^5^^,^^12^

There is a significant increase in LEC proliferation during the first postnatal week of life in mice, which is crucial for the overall growth of the organ. There is a transitory spike in proliferation at postnatal day 2 (P2) followed by a reduction through P7.^10^^,^^11^ This early oscillating rise in cellular proliferation correlates to cell-cycle phases and is important for maintaining the lifelong integrity and structure of the lens.^13^^,^^14^ In order to characterize the different LEC transcriptional states and to probe potential subpopulations that underscore this critical proliferative event, we utilized single-cell RNA sequencing (scRNA-seq) technology. Previous single-cell RNA sequencing studies in the lens have been conducted in zebrafish,^15^^,^^16^ human,^17^^–^^19^ *Drosophila*,^20^ chick,^21^ and adult murine lenses.^22^ However, the early postnatal mouse lens epithelium has not yet been characterized using this method.

Probing the cellular heterogeneity of LECs and understanding the cell–cell communication networks that underlie proliferation, differentiation, and metabolism are critical for understanding overall lens physiology and homeostasis. In this study, we performed scRNA-seq on P2 mouse lenses. Our analysis identified seven subpopulations within P2 LECs that had transcriptionally distinct states. These subpopulations could be further classified into three broader categories: progenitor, cycling, or differentiating cells. Based on known markers of lens differentiation and trajectory analysis, we modeled the differentiation trajectory of LECs and were able to identify the associated genes that were potentially contributing. We also identified differential cell–cell communication networks and signaling pathways engaged in earlier versus later cell states and showed the possible heterogeneity of signaling within LEC subpopulations. This work provides valuable insights into LEC transcriptional organization and lays the foundation for future studies to characterize subpopulations, identify disease states, and interpret key signaling and transcription events in the lens epithelium.

## Methods

### Cell Isolation

Single LECs for RNA sequencing were isolated from P2 wild-type C57BL/6N pups (Taconic Biosciences, Germantown, NY, USA) following an approved Institutional Animal Care and Use Committee protocol and adhering to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Two independent pools of P2 LECs were generated and analyzed. Lenses were dissected from 4 to 8 mouse pups in Tyrode’s solution on a warm stage (37°C). Lenses were first cleaned of the ciliary body and tunica vasculosa using fine forceps, then by digestion in 0.05% trypsin-EDTA for 10 minutes at 37°C and 5% CO_2_. After transfer to ice-cold Tyrode’s solution for 10 minutes, the lens capsule with the adhering epithelial monolayer was peeled off the remaining fiber cell mass using fine forceps and transferred to a tube containing 100 µL of Ca^2+^Mg^2+^-free Dulbecco's phosphate-buffered saline (DPBS; Thermo Fisher Scientific, Waltham, MA, USA) on ice. When all capsules were collected, the tube was moved to 37°C, and 100 µL of 0.1% Collagenase/Dispase Blend (MilliporeSigma, Burlington, MA, USA) was added. After 5 minutes, 1 mL of 0.5% trypsin-EDTA (Thermo Fisher Scientific) was added, and the capsule mass was gently triturated by pipetting, transferred into a culture dish, and trypsinized at 37°C and 5% CO_2_. Trypsinization was monitored under a dissecting microscope until the majority of cells were present as single cells. Minimum Essential Medium (MEM; Thermo Fisher Scientific) supplemented with 10% fetal bovine serum and antibiotics was added, and cells were centrifuged for 5 minutes at 230 relative centrifugal force. The cell pellet was washed once by centrifugation at 4°C in DPBS containing 0.04% RNase-free bovine serum albumin (BSA) (MilliporeSigma). The final pellet was resuspended in the appropriate volume of DPBS/0.04% RNAse-free BSA to have a cell density of 1500 to 2500 cells per microliter and filtered using a 20-µm cell mini-strainer (PluriSelect, Leipzig, Germany). Freshly isolated cell suspensions were immediately processed in the 10x Genomics workflow as described below.

### Single-Cell Sequencing

The scRNA-seq libraries were generated using the Single Cell 3′ Reagent Kit v3.1 (10x Genomics, Pleasanton, CA), according to the manufacturer's instructions. Briefly, cells, gel beads, and partitioning oil were loaded onto a Chromium Next GEM Chip G, for a target recovery of 10,000 cells per sample. The chip was processed in a Chromium Controller (10x Genomics) to generate Gel Beads-in-emulsion (GEMs). After reverse transcription using a GEM–reverse transcription (RT) incubation protocol on a PCR cycler, the GEMs were broken using Recovery Agent (10x Genomics), and the cDNA was purified with DynaBeads MyOne Silane beads (10x Genomics), amplified with PCR for 11 cycles, and further purified with SPRIselect magnetic beads (Beckman Coulter, Brea, CA, USA). Quality control and quantification of recovered PCR products were performed on a TapeStation 4200 with the Agilent High Sensitivity D5000 ScreenTape System (Agilent, Santa Clara, CA, USA). The scRNA-seq libraries were generated using 25% of the cDNA yield (10 µL). After fragmentation, end repair, A-tailing, and size selection purification, the cDNA was ligated with adaptors and purified again with SPRISselect beads. Libraries were amplified using PCR with sample index oligonucleotides from the Chromium i7 Multiplex Kit (10x Genomics), for a total of 10 or 11 PCR cycles, as estimated from the initial cDNA input. The final PCR products were subjected to double-sided size selection with SPRISselect beads (0.6× and 0.8×). Library quality control was performed on the Agilent TapeStation 4200, and the library yield was quantified by quantitative PCR (qPCR) using the KAPA Library Quantification Kit (Roche Diagnostics, Indianapolis, IN, USA). Sequencing was performed through a commercial supplier (Novogene, Durham, NC, USA) at a depth of 20,000 paired reads per cell on an Illumina NovaSeq 6000 sequencer with the following (PE150) sequencing settings: Read 1, 151 cycles; i7 index, 8 cycles; Read 2, 151 cycles.

### Preprocessing, Quality Control, Clustering, Integration, and Cell-Type Identification

Raw data were aligned to the mouse genome (mm10) reference transcriptome and underwent preprocessing with Cell Ranger 6.1. The count matrix was then analyzed using Seurat 4.3.0 (R Foundation for Statistical Computing, Vienna, Austria).^23^ Filtering included removal of cells in the bottom 2% and upper 3% of expressed genes (nGene) and expressed RNA (nUMI) fractions and removal of cells with more than 15% mitochondrial reads. Approximately 8% of the droplets were identified as containing multipets by DoubletFinder^24^ and were removed from further analysis (Supplementary Figs. S1, S2).

Normalization was performed using SCTransform followed by regression of cycle genes. The two independent samples were integrated with Harmony.^25^ Dimensionality reduction was performed using principal component analysis and Uniform Manifold Approximation and Projection (UMAP). Clustering was performed using the Louvain algorithm. Canonical gene markers were used to identify four unique cell types within 11 cell subpopulations.

After this initial analysis, the LECs were identified and subset for further analysis. Gene set enrichment was performed using the clusterProfiler and Fast Gene Set Enrichment Analysis (fgsea) R packages. The results of the Gene Ontology (GO), Reactome, and Hallmark pathway analysis were filtered using a Benjamini–Hochberg (BH)-adjusted *P* < 0.05 and sorted by normalized enrichment score (NES) magnitude.

### Cell Trajectory and Pseudotime Analysis

Pseudotime modeling was performed using Monocle 3 (v1.3.1).^26^ Trajectories were identified and cells ordered based on pseudotime using the learn_graph function and visualized using the plot_cells function, respectively. The Progenitor cluster (cluster 0) was used as the root cluster. For downstream analysis, estimate_size_factors was first used to normalize gene expression, and then graph_test was run to look at differential gene expression throughout pseudotime. Gene modules were then identified using the find_gene_modules function, which utilizes the output of the graph_test function to group genes together based on their variance patterns along pseudotime. Gene outputs from the top two gene modules for each Seurat cluster were then classified using GO pathway analysis and submitted to PantherDB.org.^27^

### Cell Communication Analysis

In order to quantify and visualize cell signaling and communication networks within LECs, CellChat 1.6.1 was utilized using the standard pipeline.^28^ The entire CellChat database was used to analyze known ligand–receptor interactions between LECs and identify signaling pathways that may be present in LEC subpopulations.

## Results

### Identification of Cell Types in the P2 Mouse Lens

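Each of the 2 samples is a pool of lens epithelium from 4 to 8 wild-type pups at postnatal day 2, so that n = 2 pools for every comparison given with these data. Replicate 1 holds 93839132 UMIs (unique molecular identifiers, each counted as 1 transcript) in 12314 barcodes, and replicate 2 holds 86033032 in 9425. The medians are 6307 and 8050 UMIs per barcode. Libraries were made with 10x Genomics 3′ v3.1 chemistry, aiming at 10000 cells each, and the authors counted them with Cell Ranger on mm10, which gives raw whole-number UMI counts for barcodes called as cells. From those counts, barcodes were kept with between 446 and 4261 genes and between 949 and 20198 UMIs (the 2nd and 97th percentiles over both pools) and at most 15% mitochondrial UMIs, and the 8% with the highest doublet scores in each pool were removed. Clusters were then found on scores with the S and G2M signal regressed out and the pools aligned, with Harmony's published algorithm written anew. For the LECs, every UMI was assigned at random to set A or set B: clusters come from set A, and every gene level (CPM, counts scaled to the same total in each sum) and test between LEC clusters comes from set B, so that no gene was tested on the counts that formed the clusters. Gene tests use UMIs summed per pool and cluster in edgeR's quasi-likelihood model, with the pool as a block. They compare each cluster with the mean of the other LEC clusters, taken on the log scale. In the main partition of LECs these include 2 small unnamed clusters of 198 and 117 cells, which count in that mean like the large ones. Against the sum of all other LECs, 123 of 124 comparisons of named genes came out the same. CPM given beside a test are scaled by edgeR's TMM factors, and CPM given by class or cell type are not. The same gene can therefore have different levels in different places. The gap is wide for Mdk and Itga6 in Late Differentiating-like LECs, where the resolution differs too. Cells are not replicates. With the pool as a block, a general difference between the pools is removed. The p-values rest on how differences between clusters vary between these 2 pools alone. Without the block, genes higher in Progenitor-like LECs numbered 1067 instead of 1683. Cluster names ending in "-like" were given by the paper's own marker genes. Because clusters were named by the paper's genes, it is in part expected that these genes pass in them. Of the alternative settings, DESeq2 in place of edgeR moved 5 of 9 summary values and leaving out the replicate block 3 of 10.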

Two independent samples of freshly isolated P2 LECs were obtained from wild-type mice and analyzed using scRNA-seq. 

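Marker lists fixed before the data were examined separated 5 cell types in both pools. Each type's leading markers were far higher in it than in LECs: Cldn5, a tight-junction gene of blood vessels, had 3193 ± 167 CPM in endothelial cells against 1.60 in LECs, and Rgs5, a regulator of G-protein signaling in pericytes, had 16900 ± 873 CPM in mural cells against 3.36 (mean and SD of 2 pools). A cluster took the name of the list whose genes were highest in it relative to the other clusters. No cluster was named by the lists for melanocytes or pigment epithelium, fibroblasts, retina or neurons, or corneal and conjunctival epithelium.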

Cell types were manually identified based on the expression of canonical gene markers. This analysis suggested the presence of eight contiguous clusters of lens epithelial cells (clusters 0–7), and three single small clusters of endothelial cells (cluster 8), mural cells (cluster 9), and macrophages (cluster 10) (Fig. 1A). 

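All filtered cells formed 10 clusters at a resolution of 0.3. Of these, 6 held LECs, and 1 each held endothelial cells (556 cells, median 3100.5 UMIs), mural cells (380, 3416 UMIs), macrophages (59, 4194 UMIs) and erythroid cells (24, 7326 UMIs). Both pools contributed cells to every cluster. The smaller clusters were defined and described on the same counts, so no test was made between cell types.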

The majority (96.6%) of filtered cells were determined to be LECs (Fig. 1B). 

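LECs made up 94.5% of the filtered cells (17516 of 18535, 95% exact binomial interval 94.2 to 94.8%). The share was 94.9% in replicate 1 and 94.0% in replicate 2, with an SD between the pools of 0.612 percentage points. The interval covers counting error only, not differences between litters or dissections.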

LEC identity (Fig. 1C) was inferred from high expression of known marker genes for this cell type, including the abundant crystallins *Cryaa* (αA crystallin) and *Cryab* (αB crystallin),^29^ as well as *Gja8* (connexin 50).^30^^–^^34^ Endothelial cells (Fig. 1D) were characterized by *Cldn5* and *Ctla2a* expression. 

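The crystallin genes Cryaa and Cryab, small heat shock proteins that are major soluble proteins of the lens, had 34894 ± 4235 CPM and 40308 ± 825 CPM in LECs. Both were far lower in endothelial cells (1049.9 and 1049 CPM), yet UMIs of Cryaa were found in 91.3% of endothelial cells (median 3100.5 UMIs), so their presence alone does not mark a LEC. Pax6, a transcription factor of eye development, had 315 ± 22.8 CPM in LECs and 9.12 CPM in endothelial cells. Ctla2a, a protease inhibitor, had 1825 ± 194 CPM in endothelial cells and 1.22 CPM in LECs. Positions in mm10 (GENCODE vM21) are Cryaa (chromosome 17, 31677807 to 31681733), Cryab (chromosome 9, 50751325 to 50756636) and Cldn5 (chromosome 16, 18776847 to 18778262). Depth differs between cell types, so the shares of cells are not on one scale.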

*Cldn5* is abundantly expressed in microvascular endothelial cells, and *Ctla2a* is a capillary endothelial marker.^35^^,^^36^ Mural cells (Fig. 1E) were categorized by expression of the marker genes *Rgs5* and *Serpine2*, which are vascular maturation and calcification factors, respectively.^37^^,^^38^ Macrophages (Fig. 1F) were detected by expression of the complement system gene *C1qa*, as well as *Apoe.*^39^^,^^40^ Within the identified LEC groups, cluster 7 was anomalous based on low median genes per cell, low median unique molecular identifier (UMI) counts per cell, a low percentage of mitochondrial RNAs, and a high percentage of ribosomal RNAs (Supplementary Fig. S2). These cells were assumed to be damaged, or stressed, and were removed from further downstream analysis.

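Mural cells had 2622 ± 167 CPM of Serpine2, a serine protease inhibitor, with UMIs in 99.8% of cells, against 2.91 CPM and 1.93% in LECs (n = 2 pools). Macrophages had 4019 ± 1454 CPM of C1qa, a complement gene, and 32284 ± 12021 CPM of Apoe, a lipid carrier; LECs had 0.0452 and 31.2 CPM. UMIs of C1qa were in 93.2% of macrophages and 0.0370% of LECs, at median depths of 4194 and, for the LEC clusters, between 5678 and 11976 UMIs. Macrophages number only 31 and 28 cells, and their SD between pools is correspondingly wide. Positions: Rgs5 (chromosome 1, 169655501 to 169695813), Serpine2 (chromosome 1, 79794197 to 79861180) and C1qa (chromosome 4, 136895917 to 136898803).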

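A LEC cluster of low depth and very low mitochondrial share appears in the main run when all cells are clustered at a resolution of 0.6, and not at 0.3. At 0.3 a cluster of this kind does form without doublet removal, with percentiles within each pool, without cell-cycle regression and without Harmony (328 to 355 cells), and without replicate 1 (190 cells). The main cluster holds 156 cells of replicate 1 and 188 of replicate 2, with medians of 1772 and 1896 UMIs and 0.367 and 0.317% mitochondrial UMIs. The other LECs have medians of 6282 and 8200.5 UMIs and 5.34 and 5.14%. Ribosomal protein genes took 25.6 and 27.1% of its UMIs, and 18.2 and 19.3% in the others. Because the main run had no such cluster at 0.3, these cells stayed among the LECs, and the cell cycle shares were also computed without them. In the LEC partition at 0.6, a cluster of 341 cells with a median of 1822 UMIs was given no class name and was not in the tests at 0.6.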

**Figure 1.**
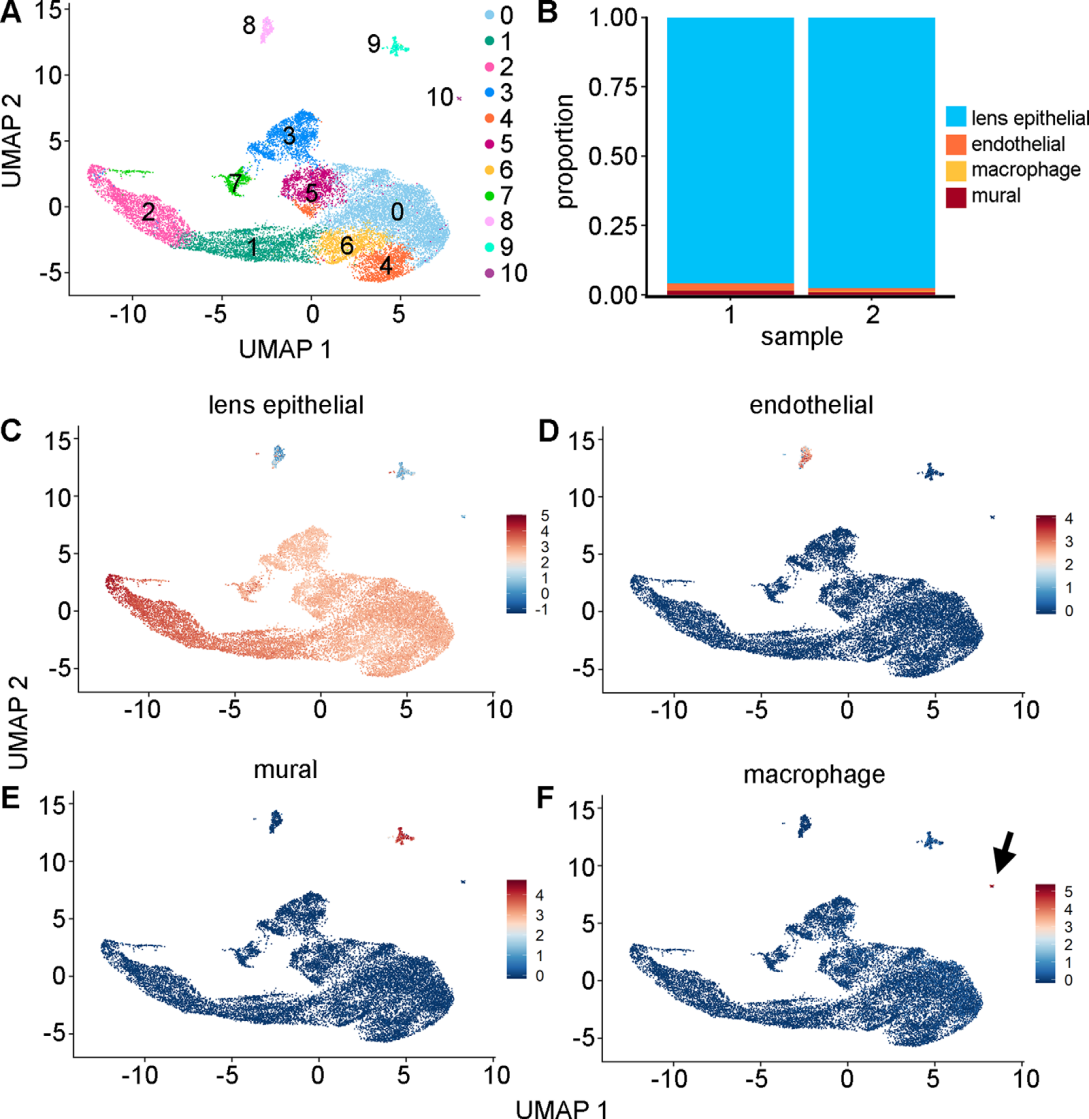
(**A**) In this study, 18,776 post-filtered cells were combined from two independent biological samples and visualized using a UMAP representation. To allow initial assessment of biological variation, the number of genes, number of transcripts, and mitochondrial and ribosomal RNA counts were not regressed out as sources of variation. In this analysis, the Louvain algorithm (resolution = 0.3) identified 11 clusters. (**B**) Proportion of cell-type numbers based on identified cell types for each of the two samples. Cell types were identified based on average expression of canonical gene markers for the four main cell types: (**C**) lens epithelial cells (*Cryaa*, *Cryab*, *Gja8*); (**D**) endothelial cells (*Cldn5*, *Col18a1*, *Ctla2a*); (**E**) mural cells (*Rgs5*, *Mgp*, *Serpine2*); and (**F**) macrophages (*Pf4*, *C1qa*, *Apoe*). The macrophage cluster is indicated by an *arrow*.

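After the limits on genes, UMIs and mitochondrial share, 20102 barcodes remained (11585 in replicate 1 and 8517 in replicate 2). Removing the highest doublet scores left 18535 cells (10680 and 7855). Scrublet's own threshold would have called 4.10 and 3.16% of barcodes as doublets, less than the 8% that the paper removes and that was removed here.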

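By pool, endothelial cells were 3.16% of replicate 1 (337 cells, 95% interval 2.83 to 3.50%) and 2.79% of replicate 2 (219 cells, 2.44 to 3.18%). Mural cells were 1.54% (165 cells, 1.32 to 1.80%) and 2.74% (215 cells, 2.39 to 3.12%). The pools are replicates of 1 condition, so their shares were not tested against each other.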

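The remaining markers of Fig. 1 were likewise far higher in their own type than in LECs. Col18a1, a basement membrane collagen, had 1646 ± 151 CPM in endothelial cells and 3.69 CPM in LECs. Mgp, an inhibitor of calcification, had 6656 ± 1439.7 CPM in mural cells and 1.13 in LECs, and Pf4, a chemokine, had 13228 ± 3098 CPM in macrophages and 0.651 in LECs. UMIs of Mgp were in 99.8% of mural cells and 2.03% of endothelial cells, at median depths of 3416 and 3100.5 UMIs.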

### LEC Subtypes Displayed Differential Gene Expression

Following annotation of cell types within the complete sample, LECs were subset and re-clustered (Fig. 2A). 

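The 17516 LECs (10132 and 7384 per pool) formed 6 clusters on the set A counts at a resolution of 0.2. By the paper's markers, 4 of them were Progenitor-like (8346 cells), Histone-like (3957), Early Differentiating-like (2721) and Late Differentiating-like (2177). The other 2, of 198 and 117 cells, matched no marker set of the paper. At 0.6, Notch Effector-like (1658 cells, from 2 clusters joined by name), Cycling-like (1789) and Progenitor Cycling-like (1649) LECs also stood apart; the results for these 3 classes therefore come from 0.6, a choice made after the partitions had been seen. Tests at 0.6 compare only the 7 named classes.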

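By the scores of 42 S-phase and 52 G2M-phase genes, 32.3% of LECs were called S or G2M (5649 of 17516, 95% exact binomial interval 31.6 to 32.9%). S made up 17.4% (16.88 to 18.01%) and G2M 14.8% (14.3 to 15.3%). The pools differed more than counting error: 28.3% in replicate 1 and 37.6% in replicate 2 (SD 6.599 percentage points, n = 2 pools). Each cell is forced into 1 of 3 phases by the sign of its scores, so a phase call alone does not show that a cell divides.

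**Figure D1:**
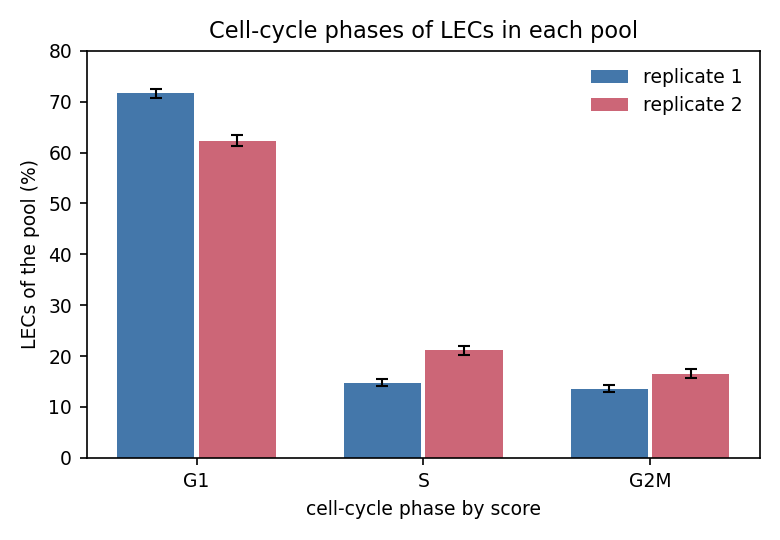
Percent of LECs called G1, S and G2M in each of the 2 pools, by the scores of the S-phase and G2M-phase genes on all UMIs.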

Approximately 33% of LECs were scored as cycling, with 14% in the G2M phase and 19% in the S phase (Fig. 2B). Among the seven identified LEC clusters remaining after subsetting, there was considerable heterogeneity of gene expression (Fig. 2C). 

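At 0.2, the clusters held from 47.6% (Progenitor-like) to 0.668% of LECs. Shares in replicates 1 and 2 were 50.2 and 44.2% Progenitor-like, 20.1 and 26.0% Histone-like, 15.9 and 15.0% Early Differentiating-like, and 12.2 and 12.8% Late Differentiating-like. The Histone-like cluster at 0.2 also carries the paper's Cycling markers. At 0.6, Cycling-like, Notch Effector-like and Progenitor Cycling-like LECs were 10.2, 9.47 and 9.41%. The cluster of 198 cells is led by interferon-induced genes and the chemokine Ccl2, and that of 117 cells by chemokine genes. In the former, Isg15 and Ifit1, both interferon-induced, were detected in 10.6 and 14.1% of cells, and Ccl2 in 58.1% (means of the 2 pools).

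**Figure D2:**
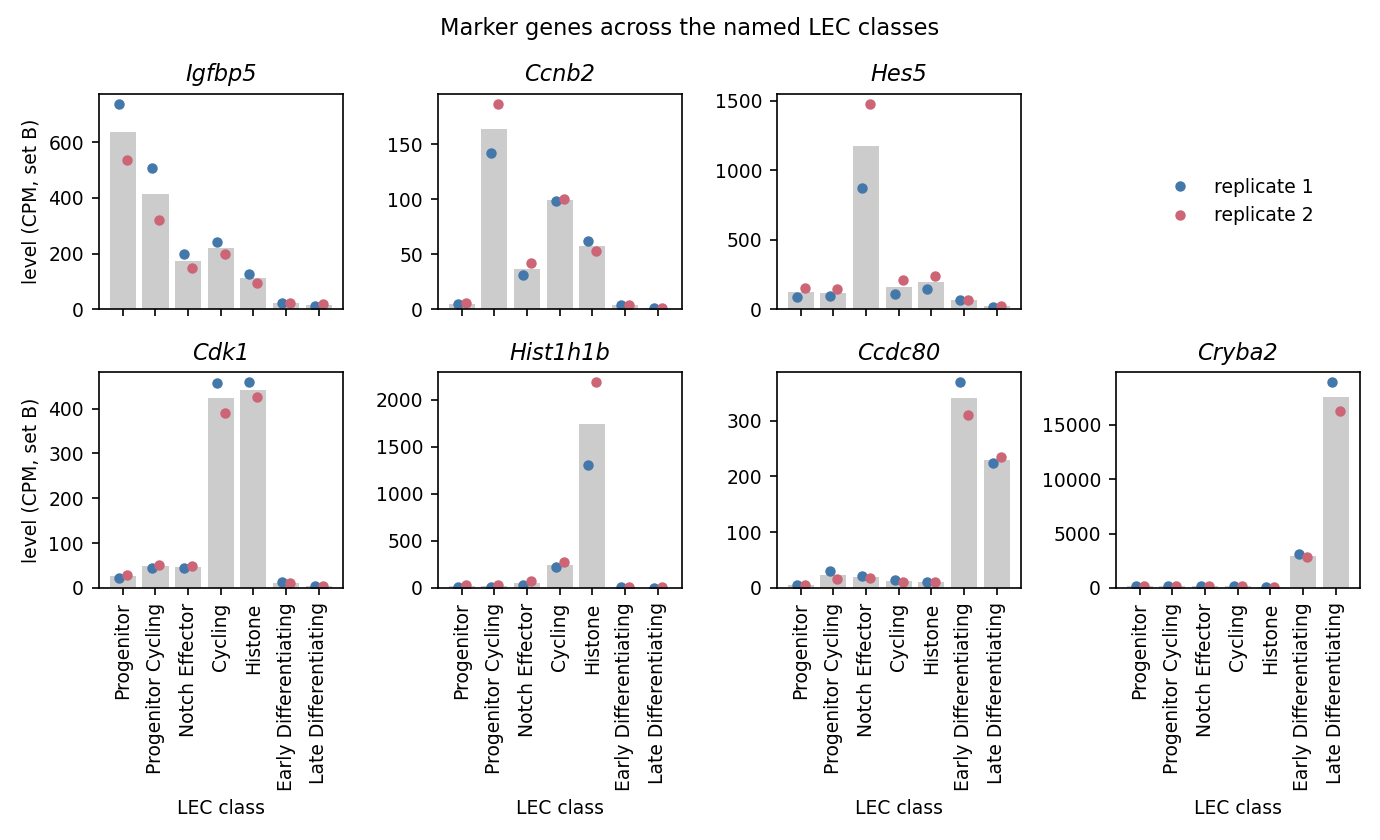
Set B levels of the paper's marker genes in the 7 named classes of LECs at a resolution of 0.6, as CPM; bars are the mean of the 2 pools and points are the pools.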

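These 4 genes were higher in Progenitor-like LECs than in the mean of the other LEC clusters (n = 2 pools, 8346 cells). Igfbp5, which binds insulin-like growth factors, had 478 ± 116 CPM against 145 CPM elsewhere; Slc7a11, a cystine importer, 304 ± 3.54 CPM against 138; Folr1, a folate receptor, 677 ± 11.5 CPM against 399.9; and Cntf, a neurotrophic cytokine, 178 ± 10.4 CPM against 88.0. The log2 fold changes (± SE) were Igfbp5 2.47 ± 0.052, Slc7a11 2.14 ± 0.059, Folr1 1.17 ± 0.042 and Cntf 1.76 ± 0.065, each higher in both pools, with BH-adjusted p from 6.51e-90 to 8.85e-57 in edgeR's quasi-likelihood test. Outside the genes that the paper discusses, the largest increases were Igkc, an immunoglobulin light chain gene (2.49), Calca, a neuropeptide gene (2.47), Car8, a carbonic anhydrase relative (2.35), and Podn, a matrix proteoglycan (2.33). Positions: Igfbp5 (chromosome 1, 72857932 to 72874884), Slc7a11 (chromosome 3, 49892526 to 50443614), Folr1 (chromosome 7, 101858331 to 101870788) and Cntf (chromosome 19, 12763660 to 12765632).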

In cluster 0, there was high expression of nutrient-responsive genes, such as the insulin-like growth factor (IGF) binding protein *Igfbp5*, the nutrient binding proteins *Slc7a11* and *Folr1*, and the neurogenic factor *Cntf* (Figs. 2C, 2D). *Igfbp5* is an IGF binding factor that plays a role in insulin signaling and early postnatal lens development and is regulated by *Pax6.*^41^ IGF signaling in the lens also mediates proliferation, differentiation, and migration decisions during development.^42^ *Slc7a11* is an amino acid transporter that has roles in growth and metabolism and is present in both LECs and lens fiber cells (LFCs) in zebrafish.^15^ *Slc7a11* is a cystine/glutamate transporter that is involved in redox homeostasis by regulating intracellular glutathione (GSH) levels.^43^ GSH is an essential antioxidant in the lens for maintaining optical lens clarity.^44^ *Folr1* is a folate receptor that mediates the uptake of folate from the bloodstream, which is crucial for proper lens development.^45^ GO analysis was used to functionally annotate the genes upregulated in cluster 0. This analysis showed that these genes had roles in cellular morphogenesis, epithelial maturation, collagen secretion, and IGF signaling (Fig. 3). This analysis identified several other signal pathway genes upregulated in cluster 0, including the bone morphogenetic protein (BMP) antagonist *Sostdc1*, the epithelial cell development factor *Klf4*, the cysteine protease *Ctsl*, the Wnt co-receptor *Fzd2*, *Tfap2a* (AP-2a), and the transforming growth factor (TGF) signaling factor *Tgfb2*. 

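Of the fixed lists closest to these terms, IGF signaling rose slightly in Progenitor-like LECs, with 4 of 11 genes higher over all genes tested and 4 adjusted over the list alone (median log2 fold change 0.10, limma's camera test on the edgeR counts, adjusted p = 0.0221). The lens capsule matrix list, which holds collagens and laminins, had 7 of 16 genes higher over all genes tested and 7 adjusted over the list alone (median 0.29, adjusted p = 1.42e-06). Both calls use camera's preset correlation of 0.01 between genes and are lost with an estimated correlation (adjusted p = 0.157 and 0.0962). At 0.6 the IGF list holds with one (median 0.22, adjusted p = 0.0198). The paper's GO terms themselves were not tested.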

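All 6 genes were higher in Progenitor-like LECs than in the mean of the other clusters, in both pools. The strongest was Sostdc1, a secreted BMP and Wnt antagonist, at 67.4 ± 1.37 CPM against 35.1 CPM, a log2 fold change of 2.29 ± 0.11. The others rose by less: Fzd2, a Wnt receptor (0.93), Klf4, a zinc finger factor of epithelia (0.75), Tfap2a, a transcription factor of ocular ectoderm (0.68), Tgfb2, a TGF-beta ligand (0.54), and Ctsl, a lysosomal protease (0.50, 1243 ± 104 CPM). BH-adjusted p in edgeR's quasi-likelihood test ran from 8.87e-44 to 2.60e-13. Sostdc1 (chromosome 12, 36314139 to 36318452) and Tgfb2 (chromosome 1, 186622792 to 186705989) are given in mm10 coordinates.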

Specific collagen genes, such as *Pcolce*, were also upregulated in this cluster. 

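Pcolce, an enhancer of the proteinase that trims procollagens, had 105 ± 4.53 CPM in Progenitor-like LECs and 62.2 CPM in the mean of the other clusters (log2 fold change 0.83 ± 0.074, edgeR's quasi-likelihood test, BH-adjusted p = 8.49e-20, higher in both of 2 pools). It lies on chromosome 5, 137605103 to 137613784.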

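Most Progenitor-like LECs were called G1: 80.7% at a resolution of 0.2 (84.9 and 74.3% in replicates 1 and 2), with 8.21% S and 11.1% G2M. At 0.6, where Progenitor Cycling-like LECs stand apart, 89.0% were G1 and 1.27% G2M. In all, 1683 of 12414 genes were higher and 847 lower in the Progenitor-like cluster. This excess of higher genes depends on the comparison: higher and lower genes numbered 3060 and 3187 against the sum of all other LECs, 957 and 877 with DESeq2 and 2488 and 2425 at 0.6. All 19 genes that the paper names for it, some of which named the cluster, were higher in both pools and past the threshold of 0.05. Phases were called on all UMIs, and deeper cells give surer calls; the median here is 5856 UMIs against 12519 in Late Differentiating-like LECs.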

Given the established roles of these differentially expressed genes, as well as the predominant G1 cell cycle state, this cluster was labeled the “progenitor” cluster.

**Figure 2.**
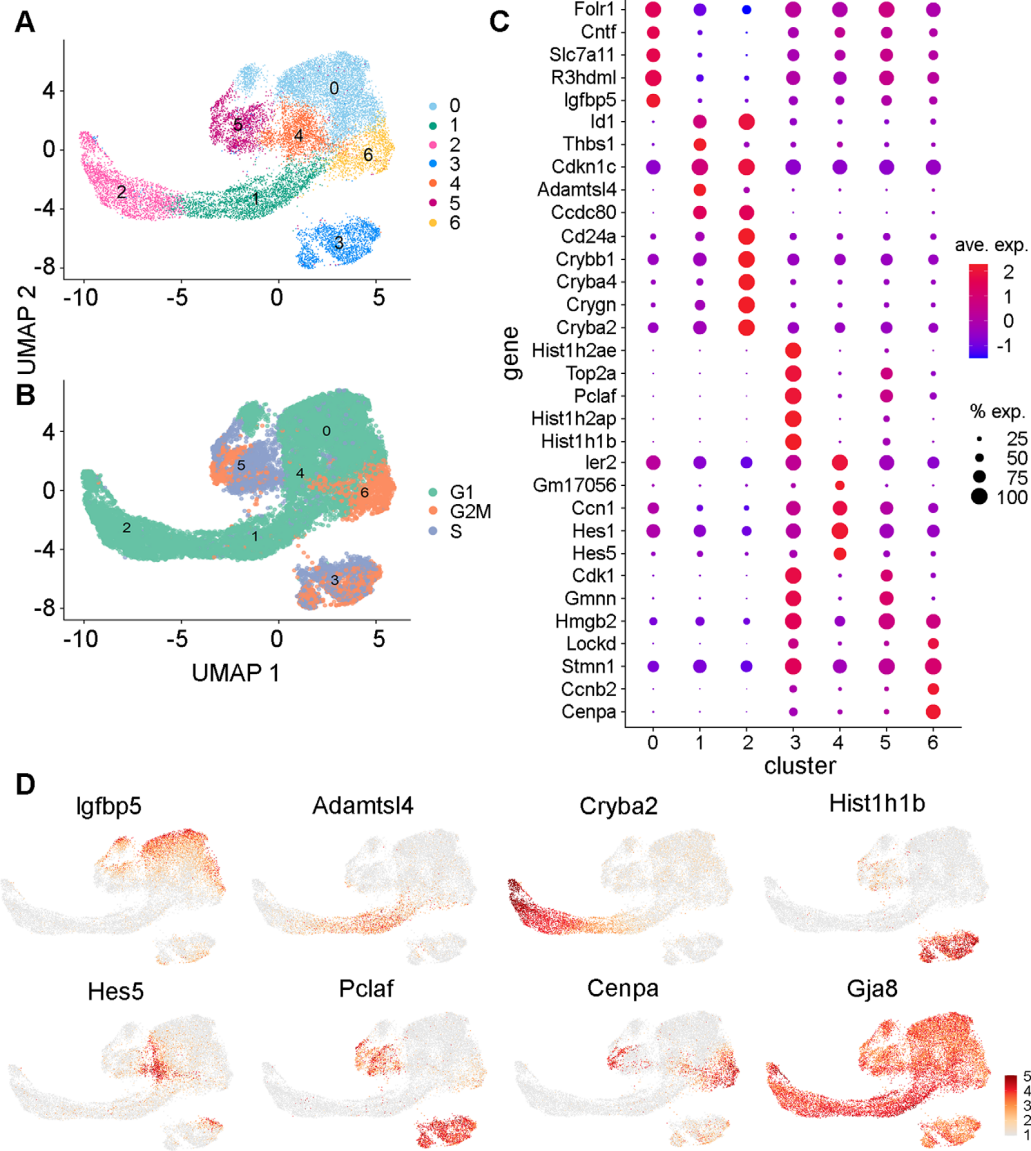
(**A**) UMAP representation of LECs after removal of other cell types and damaged cells. Lovain clustering (resolution, 0.2) identified seven subtypes. (**B**) Cell-cycle scores for each cluster. (**C**) Dot plot showing the top five differentially expressed genes for each of the seven LEC clusters. Duplicated markers are only shown once. (**D**) Examples of patterns of cluster-specific gene expression for seven selected marker genes and one ubiquitously expressed gene (*Gja8*).

**Figure 3.**
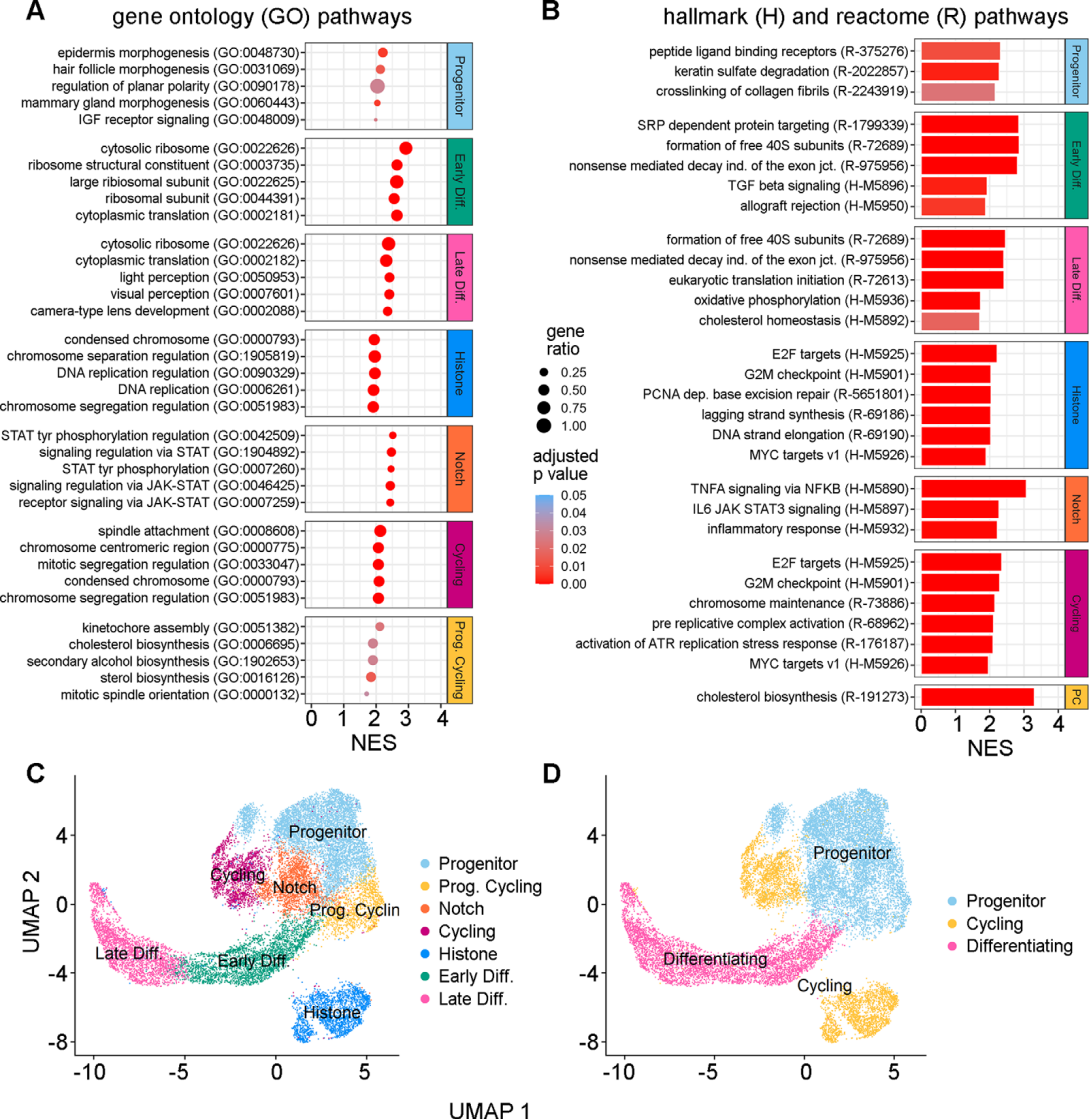
(**A**) GO term enrichment analysis. Only the top (*n* = 5) significant (adjusted *P* < 0.05) and upregulated (NES > 0) annotations per cluster are shown and ordered by NES magnitude. *Dot color* represents the adjusted *P* value intensity, and the *dot size* represents the gene ratio. (**B**) Reactome and Hallmark pathway enrichment. The top significant (adjusted *P* < 0.05) Reactome (*n* = 3) and Hallmark (*n* = 3) pathways are shown and ordered by NES magnitude. Some clusters did not have multiple significant pathways. *Scale bar intensity* reflects the adjusted *P* value. (**C**) Seven identified clusters are shown in a UMAP representation. (**D**) Three higher level groups are shown in a UMAP representation.

In contrast, cell cluster 1 expressed many genes important for lens biology, such as *Cdkn1c*, *Ccdc80*, and *Adamtsl4*. 

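Early Differentiating-like LECs (2721 cells) were richer in all 3 transcripts in both pools. Cdkn1c had 5288 ± 505 CPM against 2411 CPM in the mean of the other clusters, Ccdc80 321 ± 36.1 CPM against 87.0, and Adamtsl4, a secreted protein of the zonule, 169 ± 6.27 CPM against 20.7. Log2 fold changes were Cdkn1c 2.75 ± 0.038, Ccdc80 3.64 ± 0.078 and Adamtsl4 3.13 ± 0.091, with BH-adjusted p from 5.09e-117 to 1.15e-70 in edgeR's quasi-likelihood test. Cdkn1c, a cyclin-dependent kinase inhibitor, is not unique to them, as it is higher still in Late Differentiating-like LECs. The largest changes beyond these were Basp1, a membrane protein of growing axons (4.45), and Nnat, an imprinted membrane protein gene (3.47). Positions: Cdkn1c (chromosome 7, 143458339 to 143461050), Ccdc80 (chromosome 16, 45093402 to 45128077) and Adamtsl4 (chromosome 3, 95676201 to 95687917).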

*Cdkn1c* (also known as *p57^Kip2^*) expression is a key marker of LEC cell cycle exit and initiation into differentiation.^46^ The gene *Ccdc80* has strong homology to equarin, which is also a mediator of LEC differentiation in chick embryos.^47^ *Thbs1* (thrombospondin) and *Id1* are both involved in mediating TGF-β signaling and activation in the lens.^48^^,^^49^ *Adamtsl4* has a proposed role of anchoring zonular fibers to the lens equatorial region.^50^ 

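Thbs1, which encodes a matrix glycoprotein that activates latent TGF-beta, had 184 ± 23.2 CPM in Early Differentiating-like LECs and 41.7 CPM in the mean of the other clusters (log2 fold change 2.14 ± 0.079). Id1, an inhibitor of basic helix-loop-helix factors, had 427 ± 70.1 CPM against 226 (2.11 ± 0.065). Both were higher in both pools (edgeR's quasi-likelihood test, BH-adjusted p = 2.71e-57 and 1.57e-67). As a group, the fixed list of TGF-beta response genes moved little and both ways: 4 of 12 higher and 2 lower over all genes tested, 4 and 2 adjusted over the list alone, median 0.14 (camera adjusted p = 0.0491, and 0.188 with an estimated correlation). At 0.6 it holds with one (median 0.09, adjusted p = 0.0191). Positions: Thbs1 (chromosome 2, 118111876 to 118127133) and Id1 (chromosome 2, 152736251 to 152737410).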

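Transcripts of cytosolic ribosomal proteins were higher as a set in Early Differentiating-like LECs, by a small and uniform amount. Over all genes tested, 79 of 82 were higher and 0 lower (79 higher adjusted over the list alone), with a median log2 fold change of 0.20 (camera adjusted p = 3.48e-37 at the preset correlation, 0.0962 with an estimated correlation). Ribosomal protein genes took a median of 20.8% of UMIs in these cells, against 18.9% in Progenitor-like and 17.7% in Histone-like LECs. A list of this size whose members move together favors small p-values at the preset correlation, so the size of the shift says more than the p-value.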

Enriched GO terms in this cluster included genes mainly involved in ribosome biosynthesis and translation. An increase in ribosomal production could indicate translation of genes necessary for differentiation, especially given the co-expression of *Cdkn1c* in this cluster.^51^ Ribosomal RNA production is highly enriched at the lens transitional zone.^52^ 

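Rbm24, an RNA-binding protein of lens and muscle, was nearly confined to differentiating cells: 271 ± 10.3 CPM in Early Differentiating-like LECs (log2 fold change 3.71 ± 0.089, edgeR's quasi-likelihood test, BH-adjusted p = 1.97e-82), and 4.52 CPM in Progenitor-like LECs at 0.6. Lama2, a laminin chain of basement membranes, had 83.2 ± 0.350 CPM against 26.6 CPM in the mean of the other clusters (1.67 ± 0.10, adjusted p = 5.04e-33). Nearly all of these cells were called G1 (96.1%, 95.9 and 96.5% in the 2 pools). The lists for mitosis and for immediate early genes were lower (medians -1.65 and -0.78, camera adjusted p = 7.87e-21 and 4.26e-34, and 0.139 and 0.0847 with an estimated correlation). Every one of the 13 genes that the paper names for this cluster, some of which named it here, was past the threshold in the direction it gives. Positions: Rbm24 (chromosome 13, 46418434 to 46431095) and Lama2 (chromosome 10, 26980036 to 27619758).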

Differentially expressed genes identified by GO terms included *Rbm24*, which plays a role in crystallin mRNA translation and LEC terminal differentiation, and the laminin gene *Lama2.*^53^ Given the expression of genes involved in cell-cycle exit and initiation into differentiation, this cluster was identified as the “early differentiation” cluster.

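Beta and gamma crystallin transcripts, which encode structural proteins of lens fibers, were far higher in Late Differentiating-like LECs: 13 of 14 genes higher over all genes tested and 13 adjusted over the list alone, with a median log2 fold change of 4.49 (camera adjusted p = 5.93e-27, 0.0962 with an estimated correlation). Cryba2 had 20782 ± 2468 CPM against 371 CPM in the mean of the other clusters (log2 fold change 6.57 ± 0.036), Cryba4 6.73, Crybb1 6.45 and Crygn 6.06, with BH-adjusted p from 1.20e-176 to 8.28e-155 in edgeR's quasi-likelihood test. At 0.6 the call holds with an estimated correlation (adjusted p = 0.0203). In Early Differentiating-like LECs at 0.2 the same list was split, 7 higher and 4 lower (median 0.13, camera adjusted p = 0.0323, 0.549 with an estimated correlation); at 0.6 it was called higher (median 0.49, adjusted p = 4.95e-33), which holds with an estimated correlation (0.0311). The crystallins are a multigene family of similar sequence, so how reads were divided among its members is uncertain. Cryba2 was also counted at 156 CPM in Progenitor-like LECs. Positions: Cryba2 (chromosome 1, 74889934 to 74893143), Cryba4 (chromosome 5, 112246493 to 112252518) and Crybb1 (chromosome 5, 112255815 to 112269585).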

Cluster 2 displayed abundant expression of beta and gamma crystallin genes, such as *Cryba2*, indicating that this cluster may contain cells further along the differentiation pathway than cluster 1.^54^ Additionally, there was marked expression of *Cd24a*, which is a cell membrane adhesion protein known to be highly expressed in LFCs.^55^ 

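Cd24a, a glycosylphosphatidylinositol-anchored surface protein, had 1300.3 ± 212 CPM in Late Differentiating-like LECs and 80.7 CPM in the mean of the other clusters (log2 fold change 4.23 ± 0.054, edgeR's quasi-likelihood test, BH-adjusted p = 1.48e-122, higher in both of 2 pools). At 0.6, UMIs of Cd24a were in 95.5% of Late Differentiating-like and 15.7% of Progenitor-like LECs, whose median depths are 13673 and 5964 UMIs. Its position is chromosome 10, 43578284 to 43584265.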

Expression of gamma crystallins starts to accumulate during epithelial elongation in cells located posteriorly to the equatorial region, as does *Crybb1.*^56^ Crystallin expression may be temporally distinct, with gamma and beta crystallins specifically expressed later in the process of differentiation.^57^ 

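The 5 genes given here were higher in Late Differentiating-like LECs in both pools. Mip, a water channel of fiber membranes, had 1079.6 ± 206 CPM against 160.2 CPM; Maf, a transcription factor of fiber genes, 1949.6 ± 89.7 CPM against 301; Lim2, a fiber membrane protein, 2194 ± 174 CPM against 377. Bfsp1, a beaded filament protein, and Nhs, an actin regulator altered in Nance-Horan syndrome, were less abundant at 67.5 ± 10.8 CPM and 208 ± 12.6 CPM. The log2 fold changes were Mip 2.79 ± 0.048, Maf 2.92 ± 0.043, Nhs 2.21 ± 0.076, Bfsp1 2.74 ± 0.14 and Lim2 2.64 ± 0.042, with BH-adjusted p from 4.02e-113 to 5.38e-43 in edgeR's quasi-likelihood test. Positions: Mip (chromosome 10, 128225838 to 128231812), Maf (chromosome 8, 115682942 to 115707794), Nhs (chromosome X, 161833296 to 162159730) and Bfsp1 (chromosome 2, 143826528 to 143863173).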

Additional cluster 2 genes associated with GO terms were mainly crystallin genes, but we also identified an increase in *Aqp0*/*Mip* (major intrinsic protein) expression in this cluster, as well as *Maf* (c-Maf), *Nhs*, *Bfsp1* (filensin), and *Lim2* (lens intrinsic membrane protein 2). The cells in this cluster had upregulation of genes related to fiber cell differentiation; therefore, this cluster was labeled the “late differentiating” cluster.

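The fixed list of fiber cell genes rose in Late Differentiating-like LECs, with 20 of 21 genes higher over all genes tested and 20 adjusted over the list alone and a median log2 fold change of 2.74 (camera adjusted p = 2.08e-23, 0.0962 with an estimated correlation). At 0.6 the rise of this list holds with an estimated correlation (median 2.68, adjusted p = 0.0176). Counted gene by gene, 3559 of 12414 genes were higher and 2704 lower, the most of the 4 clusters named at 0.2. The excess of higher genes turns with the comparison: higher and lower genes numbered 3761 and 4113 against the sum of all other LECs, 2831 and 2904 with DESeq2 and 3534 and 3651 at 0.6. Among the largest were S100a4, a calcium-binding protein (6.81), Cela1, an elastase (6.80), and Hspb3, a small heat shock protein (6.79). These are the deepest LECs, with medians of 11957 and 13338 UMIs in the 2 pools; sums per pool remove depth per cell from the test, but lowly expressed genes are detected more easily where depth is high. The paper's 23 named genes for this cluster, some of which named it here, all passed in its direction.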

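Histone-like LECs (3957 cells at 0.2) were called S in 56.1% and G2M in 40.1% of cells (53.3 and 43.2% in replicate 1, 59.1 and 36.9% in replicate 2). Transcripts of replication-dependent histones, made in bulk while DNA is copied, were much higher: 50 of 52 genes higher over all genes tested and 50 adjusted over the list alone, median log2 fold change 3.86 (camera adjusted p = 1.63e-38, 0.0962 with an estimated correlation). Hist1h1b, a linker histone, had 1012 ± 353 CPM against 83.0 CPM in the mean of the other clusters. The H2A genes Hist1h2ap and Hist1h2ae had 714 ± 88.3 CPM and 329 ± 86.4 CPM. Log2 fold changes were Hist1h1b 5.02 ± 0.061, Hist1h2ap 4.54 ± 0.066 and Hist1h2ae 4.07 ± 0.071, with BH-adjusted p from 3.83e-125 to 1.11e-101 in edgeR's quasi-likelihood test. Most of these transcripts lack a poly(A) tail and near-identical copies share reads, so levels of single histone genes are uncertain. Positions: Hist1h1b (chromosome 13, 21779883 to 21780625), Hist1h2ap (chromosome 13, 21833026 to 21833507) and Hist1h2ae (chromosome 13, 23570517 to 23571220).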

Cells in cluster 3 had cell-cycle scores predominantly in the G2/M and S phases and had distinct and unique expression of many histone-related genes, such as *Hist1h1b*, *Hist1h2ap*, and *Hist1a2ae*. Histone genes are transcribed throughout the cell cycle, with a large increase in histone mRNA levels during the S phase followed by selective degradation at the completion of DNA replication.^58^ Histone posttranslational modifications and chromatin remodeling have important roles in lens development and LEC differentiation.^59^^,^^60^ Mutations in histone genes, such as *Hist2h3c1*, have also been linked to cataract formation and an observed decrease in crystallin and *Aqp0* expression during development.^61^ In crystallin-deficient lenses, the relative ratios of histones H2A/H2B and H3/H4 are altered, suggesting a synergistic relationship between crystallins and histones.^62^ However, the relative abundance and roles of these histones in LEC subpopulations have yet to be established. 

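Pclaf, a partner of the replication clamp PCNA, had 651 ± 9.43 CPM in Histone-like LECs and 79.3 CPM in the mean of the other clusters, a log2 fold change of 4.36 ± 0.067 (edgeR's quasi-likelihood test, BH-adjusted p = 9.64e-110, higher in both of 2 pools). At 0.6 its UMIs were in 94.6% of Histone-like cells and 3.82% of Progenitor-like cells, at median depths of 9254 and 5964 UMIs. Pclaf (chromosome 9, 65890237 to 65903266) is given in mm10 coordinates.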

Cluster 3 also displayed expression of *Pclaf*, which plays an essential role in cell proliferation but has not yet been described in the lens.^63^ 

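Genes of the cell cycle rose as sets in Histone-like LECs. DNA replication had 32 of 32 genes higher over all genes tested and 32 adjusted over the list alone (median log2 fold change 2.37), and mitosis and kinetochore 30 of 30 genes higher over all genes tested and 30 adjusted over the list alone (median 3.45). Camera's adjusted p were 1.06e-48 and 1.88e-53, and 0.0962 and 0.0962 with an estimated correlation. No Cycling-like cluster stands apart at 0.2, and the markers of both classes are high in this cluster. The fixed lists are not the GO terms of the paper.

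**Figure D3:**
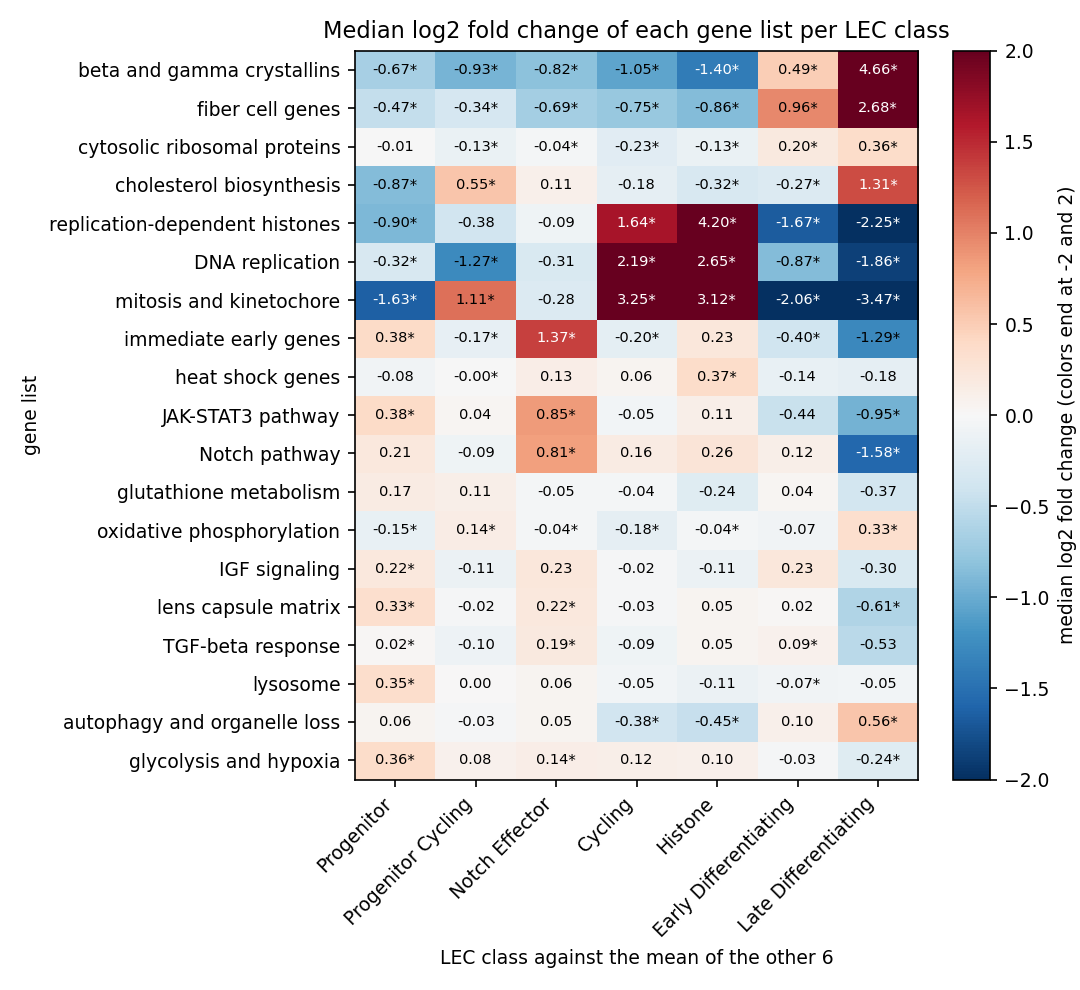
Median log2 fold change of each fixed gene list in each LEC class at a resolution of 0.6 against the mean of the others, from set B counts summed per pool; a star marks a camera adjusted p below 0.05 with the preset correlation.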

The GO analysis primarily identified an increase in cell cycle genes. Other differentially expressed genes identified by the GO analysis included the cell-cycle regulators *Fbxo5* and *Dbf4*. 

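Fbxo5, an inhibitor of the anaphase-promoting complex, had 134 ± 3.57 CPM in Histone-like LECs against 21.6 CPM in the mean of the other clusters (log2 fold change 3.56 ± 0.092), and Dbf4, the activating subunit of a replication kinase, 103 ± 2.32 CPM against 21.6 (2.52 ± 0.098). Both were higher in both pools (edgeR's quasi-likelihood test, BH-adjusted p = 2.28e-78 and 1.17e-55). Positions: Fbxo5 (chromosome 10, 5799160 to 5805600) and Dbf4 (chromosome 5, 8396973 to 8422716).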

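With the Cycling-like cells apart at 0.6, the Histone-like class (1872 cells) was high in the histone set: 48 of 50 genes higher over all genes tested and 48 adjusted over the list alone, median log2 fold change 4.20 (camera adjusted p = 1.21e-70, 0.0311 with an estimated correlation). Cycling-like LECs also had higher histone transcripts than the mean of the other classes, with a smaller median of 1.64 (camera adjusted p = 1.08e-08, 0.0259 with an estimated correlation). At 0.2, 2976 genes were higher and 1359 lower in the Histone-like cluster (3548 and 3279 against the sum of all other LECs); the strongest beside the paper's genes were Hist1h1a, a linker histone (4.89), and Esco2, a cohesin acetyltransferase (4.64).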

Based on these observations, cluster 3 was labeled the “Histone” cluster.

For cells in cluster 4, there was upregulated expression of the Notch effectors *Hes5* and *Hes1*. 

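Both transcripts of Notch-induced repressors were higher in Notch Effector-like LECs (1658 cells at 0.6, n = 2 pools). Hes5 had 1095 ± 415 CPM against 109 CPM in the mean of the other classes (log2 fold change 3.54 ± 0.055), and Hes1 1678 ± 323 CPM against 468 (2.05 ± 0.037). Adjusted p (BH) in edgeR's quasi-likelihood test were 3.35e-43 and 1.56e-40. The level of Hes5 differed widely between the pools, but it was higher in both. The largest increases beyond the paper's genes were Ccl2, a chemokine (4.83), and Lsmem1, a membrane protein of little known function (3.08). No such cluster stood apart at 0.2 in the main run, but a Notch Effector-like one was named at 0.2 with another seed, with all UMIs, without doublet removal, with percentiles within each pool, without cell-cycle regression and without Harmony. Positions: Hes5 (chromosome 4, 154960923 to 154962371) and Hes1 (chromosome 16, 30064384 to 30067796).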

Notch signaling directly suppresses *Cdkn1c* in the lens epithelium and maintains a population of proliferating LECs.^46^ During development, Notch effectors and recipients in LECs have spatially distinct expression that helps coordinate the decision to differentiate or proliferate.^64^ 

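Immediate early genes and the JAK-STAT3 pathway list were both higher in Notch Effector-like LECs. The class was named by the paper's markers for it, so a rise of any list genes among those markers was in part expected. Of the immediate early genes, which respond to stimuli within minutes, 24 of 24 were higher over all genes tested and 24 adjusted over the list alone, with a median log2 fold change of 1.37 (camera adjusted p = 1.97e-157, 0.00463 with an estimated correlation). JAK-STAT3 had 8 of 12 genes higher over all genes tested and 9 adjusted over the list alone, median 0.85 (adjusted p = 7.58e-15, 0.0191 with an estimated correlation). The Notch pathway list had 7 of 13 genes higher over all genes tested and 10 adjusted over the list alone, median 0.81 (adjusted p = 1.88e-38, 0.00635 estimated). Heat shock genes, which dissociation can also induce, did not pass (median 0.13, adjusted p = 0.436). No list for TNF or NF-kappa B signaling was among those tested.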

The GO analysis identified that genetic markers of this cluster may be involved in Janus kinase (JAK)/signal transducer and activator of transcription (STAT) and tumor necrosis factor A (TNFA)/nuclear factor kappa B (NF-κB) signaling. 

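In Notch Effector-like LECs, Fos had 6569.8 ± 35.4 CPM and Jun 4093 ± 149 CPM, both subunits of AP-1, against 2788 and 1469 CPM in the mean of the other classes. Junb, a further AP-1 subunit, Socs3, a feedback inhibitor of cytokine signaling, and Zfp36, which destabilizes cytokine mRNA, had 1352, 834 and 327 CPM. The log2 fold changes were Junb 1.10 ± 0.042, Zfp36 1.47 ± 0.069, Fos 1.38 ± 0.052 and Jun 1.59 ± 0.038, all higher in both pools, with BH-adjusted p from 3.77e-35 to 4.48e-23 in edgeR's quasi-likelihood test. These transcripts were abundant in all LECs: Fos had 3516 CPM in Progenitor-like and 775 in Late Differentiating-like cells. Positions: Socs3 (chromosome 11, 117966079 to 117970047), Junb (chromosome 8, 84974484 to 84978718), Zfp36 (chromosome 7, 28376784 to 28380253), Fos (chromosome 12, 85473890 to 85477273) and Jun (chromosome 4, 95049034 to 95052222).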

Differentially expressed genes identified by GO analysis included *Socs3*, *Junb*, *Zfp36*, and *Fos*/*Jun* (AP-1). Due to the distinctive *Hes5*/*Hes1* expression, cluster 4 was labeled the “Notch Effector” cluster.

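UMIs of Hes5 were found in 57.1% of Notch Effector-like LECs, 16.7% of Progenitor-like and 7.70% of Late Differentiating-like LECs, at median depths of 6132, 5964 and 13673 UMIs; Hes1 was in 95.2%, 70.2% and 33.6%. In this class, 1110 of 11788 genes were higher and 851 lower (988 and 1257 against the sum of all other LECs). Of the 1658 cells, 121 come from a small cluster that is led by Ccl2 and Irf1 and also carries Hes5.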

Cluster 5 contained cells in the G2M and S phases of the cell cycle and expressed several markers of cycling cells. This cluster had marked expression of *Cdk1* and *Gmnn*. 

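Cycling-like LECs (1789 cells at 0.6) were called S in 65.8%, G2M in 33.5% and G1 in 0.615% of cells (64.2 and 67.6% S in the 2 pools). Both cell cycle lists were higher: DNA replication with 32 of 32 genes higher over all genes tested and 32 adjusted over the list alone (median log2 fold change 2.19, camera adjusted p = 3.21e-77, 0.0191 with an estimated correlation), and mitosis and kinetochore with 30 of 30 genes higher over all genes tested and 30 adjusted over the list alone (median 3.25, 5.28e-168 and 0.0121). In total 2521 of 11788 genes were higher and 1836 lower. The largest changes included Gas2l3, a linker of microtubules to actin (4.57), Slfn9, a Schlafen family gene (4.30), and Ube2c, a ubiquitin-conjugating enzyme of mitosis (4.27).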

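Cdk1, the kinase that drives mitosis, had 381 ± 35.6 CPM in Cycling-like LECs against 92.3 CPM in the mean of the other classes, and Gmnn, an inhibitor of repeated DNA replication, 191 ± 15.0 CPM against 58.5. Log2 fold changes were Cdk1 3.59 ± 0.064 and Gmnn 2.93 ± 0.071 (edgeR's quasi-likelihood test, BH-adjusted p = 1.03e-40 and 1.85e-35, higher in both of 2 pools). Histone-like LECs reach the same range, with 443 ± 23.3 CPM and 263 ± 8.34 CPM. Positions: Cdk1 (chromosome 10, 69335146 to 69352938) and Gmnn (chromosome 13, 24751845 to 24761923).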

*Cdk1* is an essential cell-cycle gene that controls progression through mitosis and is rarely expressed in post-mitotic cells.^65^ *Gmnn* (geminin) is an S-phase regulator that also associates with chromatin.^66^ Cluster 5 also had elevated expression of *Pclaf*, which is a cell-cycle regulator.^63^ 

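In Cycling-like LECs Pclaf had 440.4 ± 10.8 CPM against 161 CPM in the mean of the other classes (log2 fold change 3.52 ± 0.075, edgeR's quasi-likelihood test, BH-adjusted p = 1.42e-37, higher in both pools). It was higher again in Histone-like LECs at the same resolution (839 ± 22.8 CPM). Top2a, a topoisomerase of dividing cells, rose by 3.89, and Hmgb2, a chromatin protein, by 2.50 on the log2 scale.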

As these genes are key for cell-cycle progression, this cluster was labeled the “Cycling” cluster.

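Progenitor Cycling-like LECs (1649 cells at 0.6) were called G2M in 43.3%, G1 in 56.3% and S in 0.424% of cells. The G2M share was 35.0% in replicate 1 and 55.3% in replicate 2, so the pools differ in whether G1 or G2M prevails. Across genes, their mean profile was closest to that of Notch Effector-like LECs (correlation 0.979 and 0.974 in the 2 pools), and closer to that of Progenitor-like LECs (0.974 and 0.970) than to Cycling-like (0.962 and 0.966) or Histone-like LECs (0.949 and 0.954). Mitotic genes were higher (19 of 30 genes higher over all genes tested and 19 adjusted over the list alone, median log2 fold change 1.11) and DNA replication genes lower (26 of 32 genes lower over all genes tested and 26 adjusted over the list alone, median -1.27). Camera's adjusted p were 1.88e-38 and 1.89e-24, and both calls are lost with an estimated correlation (0.0575 and 0.0648). Genes are not independent replicates, so the correlations carry no test.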

Cluster 6 contained cells primarily in the G2M phase that expressed genes more similar to the Progenitor cluster cell population than the other cycling clusters. Unique markers of this cluster included *Ccnb2* and *Cenpa*. 

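Ccnb2, a mitotic cyclin, had 146 ± 31.1 CPM in Progenitor Cycling-like LECs and 31.5 CPM in the mean of the other classes, and Cenpa, the histone variant of centromeres, 354 ± 68.5 CPM against 73.5. Log2 fold changes were Ccnb2 3.47 ± 0.10 and Cenpa 3.41 ± 0.080 (edgeR's quasi-likelihood test, BH-adjusted p = 2.07e-31 and 5.04e-35, higher in both of 2 pools). They are highest here but not absent elsewhere, with 98.8 and 249.9 CPM in Cycling-like LECs and 5.14 and 15.5 in Progenitor-like LECs. Knstrn, a spindle protein, and Lockd, a noncoding RNA, rose by 3.01 and 2.99. Positions: Ccnb2 (chromosome 9, 70407692 to 70421547) and Cenpa (chromosome 5, 30666777 to 30674830).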

*Ccnb2* (cyclin B2) has known function in LEC mitosis and is also expressed during terminal fiber cell differentiation.^67^ *Cenpa* is a structural centromeric protein that also functions in nucleosome formation and regulation of chromatin.^68^ GO analysis uniquely identified an upregulation of sterol and alcohol biosynthesis in this cluster, indicating that metabolic pathways may be present. 

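The cholesterol biosynthesis list was higher in Progenitor Cycling-like LECs, with 13 of 20 genes higher over all genes tested and 14 adjusted over the list alone and a median log2 fold change of 0.55 (camera adjusted p = 3.38e-09). The call is lost with an estimated correlation (adjusted p = 0.101). In total 1471 of 11788 genes were higher and 1355 lower in this class (1437 and 1621 against the sum of all other LECs, 894 and 814 with DESeq2). Whether more genes were higher or lower thus depends on the comparison.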

Some genes identified from the GO analysis were *Fdps*, *Hmgcs1*, and *Msmo1*. These genes have been previously identified in the lens as regulators of cholesterol biosynthesis.^69^ 

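All 3 sterol genes were modestly higher in Progenitor Cycling-like LECs in both pools. Fdps, which makes farnesyl diphosphate, had 144 ± 4.88 CPM against 99.8 CPM in the mean of the other classes; Hmgcs1, an early enzyme of the pathway, 153 ± 28.7 CPM against 108; and Msmo1, a sterol oxidase, 84.9 ± 19.1 CPM against 55.8. Log2 fold changes were Fdps 0.83 ± 0.081, Hmgcs1 0.75 ± 0.073 and Msmo1 0.81 ± 0.091, with BH-adjusted p from 1.63e-11 to 9.81e-10 in edgeR's quasi-likelihood test. Positions: Fdps (chromosome 3, 89093588 to 89101959), Hmgcs1 (chromosome 13, 119690379 to 119708260) and Msmo1 (chromosome 8, 64718139 to 64733792).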

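In Late Differentiating-like LECs the cholesterol list rose more than in any other LEC cluster at 0.2: 18 of 20 genes higher over all genes tested and 18 adjusted over the list alone, with a median log2 fold change of 1.52 (camera adjusted p = 6.74e-10, 0.0962 with an estimated correlation). Log2 fold changes of single genes were Fdps 1.86, Hmgcs1 1.62 and Msmo1 1.65 (edgeR's quasi-likelihood test, BH-adjusted p from 2.79e-53 to 1.73e-33, higher in both of 2 pools). In Early Differentiating-like LECs, the list was lower, with 11 of 20 genes lower over all genes tested and 11 adjusted over the list alone (median -0.40, camera adjusted p = 4.53e-04), a call that is lost with an estimated correlation (adjusted p = 0.119).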

Interestingly, these biosynthetic genes were also upregulated in the Late Differentiating cluster. Given the similarities to progenitor cells and their biosynthetic properties, this cluster was labeled “Progenitor Cycling.”

The relationship among these seven identified gene clusters was plotted in a UMAP representation (Fig. 3C). Based on hierarchical analysis of gene expression patterns, as well as the analysis of gene modules described below using Monocle (Supplementary Figs. S3B, S3C), it appeared likely that these clusters could also be grouped into three main classes: progenitor cells, cycling cells, and differentiating cells (Fig. 3D).

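Joining the 7 classes by the correlation of their mean set B profiles gave the same tree in both pools. Histone-like and Cycling-like LECs joined first (correlation 0.990 and 0.990 in replicates 1 and 2). Progenitor-like and Notch Effector-like LECs joined next (0.982 and 0.979), followed by Progenitor Cycling-like (0.976 and 0.972), and Early and Late Differentiating-like LECs formed a group of their own (0.965 and 0.970). The progenitor and cycling groups then joined each other (0.953 and 0.959) and the differentiating group came last (0.920 and 0.920). All correlations are high because every class is a LEC, and 2 pools give no test of the tree. From such a hierarchy and from its Monocle gene modules, the paper proposes that its clusters form progenitor, cycling and differentiating classes (Fig. 3D).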

### Inferred Pseudotime Trajectories Supported Gene Expression–Based Cell Group Assignments

Monocle 3 was used to infer cell state changes as a function of progress along a trajectory termed “pseudotime.” Pseudotime analysis confirmed the direction of differentiation states among the identified cell clusters. Monocle uses known genetic networks involved in proliferation and differentiation to unbiasedly assume temporal states of cells.^26^ 

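A diffusion pseudotime started in the Progenitor-like cluster placed the classes in the same order in both pools. The median percentile of pseudotime (replicates 1 and 2) was 17.0 and 17.9 for Progenitor-like, 33.0 and 31.8 for Progenitor Cycling-like, 41.8 and 43.6 for Notch Effector-like, 48.7 and 46.8 for Cycling-like, 66.5 and 66.2 for Histone-like, 81.0 and 81.8 for Early Differentiating-like, and 95.8 and 95.5 for Late Differentiating-like LECs. The start was set by hand, so the direction of the axis is not a result. The pools were aligned and then clustered and ordered together, so the same order in both is not an independent replication. Monocle 3 was not used here, and its branches were not computed.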

Starting from the Progenitor cluster, the pseudotime analysis suggested an ordering of the differentiation progression through the different cell groups to end in the Late Differentiation cluster (Figs. 4A, 4B; Supplementary Fig. S3A). Monocle also identified genes that varied or changed as a function of pseudotime. 

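All 3 transcripts were far higher at the end of pseudotime than at its start, in both pools. From the first 2 to the last 2 of 10 bins of equal cell number, Abca4, a retinoid transporter, went from 3.40 to 239 CPM in replicate 1 and from 2.80 to 344 in replicate 2 (log2 ratios 5.77 and 6.51, with 1 CPM added to each level, which makes ratios of low levels smaller). The log2 ratios of the same kind were 5.74 and 5.41 for Btbd17, of little known function, and for Nrcam, a neuronal cell adhesion molecule, 5.56 and 6.03. Order and levels come from separate sets of UMIs; a rise along an axis that ends in Late Differentiating-like cells is also a difference between clusters. Positions: Abca4 (chromosome 3, 122044443 to 122180123), Btbd17 (chromosome 11, 114791217 to 114795945) and Nrcam (chromosome 12, 44328885 to 44601964).

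**Figure D4:**
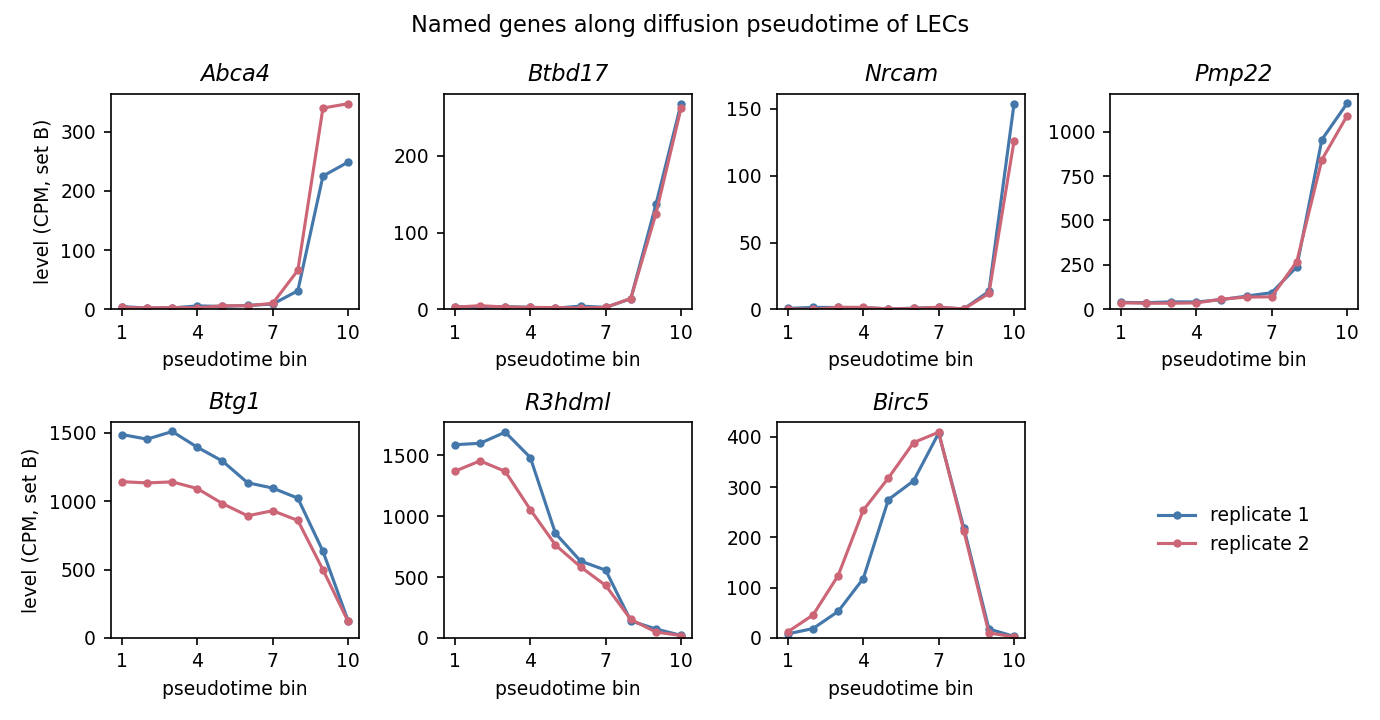
Set B CPM of the 7 genes the paper names for pseudotime in 10 bins of equal cell number, drawn for each pool.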

Among the genes that increased with pseudotime were *Abca4*, *Btbd17*, and *Nrcam* (Fig. 4C). 

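Pmp22, a membrane protein of myelin, went from 38.3 to 1076 CPM in replicate 1 and from 35.6 to 984 in replicate 2 between the ends of pseudotime (log2 ratios 4.78 and 4.75, with 1 CPM added to each level). It was already at 751 ± 75.0 CPM in Early Differentiating-like LECs, while Nrcam had 15.1 ± 4.09 CPM there and 151 ± 25.7 CPM in Late Differentiating-like LECs. Against the mean of the other clusters at 0.2, Nrcam was 8.23 higher on the log2 scale in Late Differentiating-like LECs (edgeR's quasi-likelihood test, BH-adjusted p = 1.52e-96). Pmp22 lies on chromosome 11, 63128982 to 63159547.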

The shape and attachments of LECs change throughout the process of differentiation, and this process may be aided by *Nrcam* and another late expression gene, *Pmp22*, which are both neuronal cell adhesion genes.^70^ *Abca4* is also an important membrane-associated protein involved in retinal metabolism.^71^ Relatively little is known about *Btbd17*, but it is also expressed in the brain and is predicted to localize in the plasma membrane.^72^ Genes expressed early in pseudotime that declined in expression during development included *Btg1*, *R3hdml*, and *Birc5* (survivin) (Fig. 4D). 

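R3hdml, a secreted protein gene, showed the largest difference, from 1593 to 41.5 CPM in replicate 1 and from 1413 to 31.2 in replicate 2 (log2 ratios -5.23 and -5.46, with 1 CPM added to each level here and below). For Btg1, an antiproliferative gene, the log2 ratios were -2.15 and -2.02. Birc5, an inhibitor of apoptosis needed for cell division, was lower at the end than at the start (-0.53 and -2.23), but was low at both ends and peaked in bin 7 in both pools. When the cells were ordered without replicate 1, its log2 ratio was 0.19, and without cell-cycle regression 4.15. By class it had 523 ± 8.12 CPM in Histone-like, 432 ± 9.91 CPM in Cycling-like and 23.2 ± 7.46 CPM in Progenitor-like LECs. No test was made along pseudotime, where bins of 2 pools are the only replicates. Positions: Btg1 (chromosome 10, 96617006 to 96622809), R3hdml (chromosome 2, 163492318 to 163502612) and Birc5 (chromosome 11, 117849251 to 117855743).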

*Btg1* is an antiproliferation factor associated with cellular differentiation and is known to be expressed in chick lens vesicles during development.^73^ *R3hdml* is a TGF-β–associated signaling protein, but its specific function in the lens remains unknown.^74^ *Birc5* (survivin) expression is correlated with proliferating cell subpopulations in chick lenses and is downregulated in differentiating LECs.^75^ The top two expressed modules per cluster were analyzed using PantherDB GO analysis, which further functionally annotated the cell subpopulations (Supplementary Fig. S3B, Supplementary Table S1). 

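Counted at a BH-adjusted p below 0.05 in edgeR's quasi-likelihood test, Early Differentiating-like LECs had 1654 genes higher and 1269 lower than the mean of the other clusters, of 12414 genes tested at 0.2 (2239 and 2679 against the sum of all other LECs). Counts of this kind depend on how many clusters are compared and how unlike they are. Table S2 was held only as its first 1999 of 7378 rows, so no overlap with it was counted.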

A complete list of genes that were determined to be expressed in specific clusters is provided in Supplementary Table S2.

**Figure 4.**
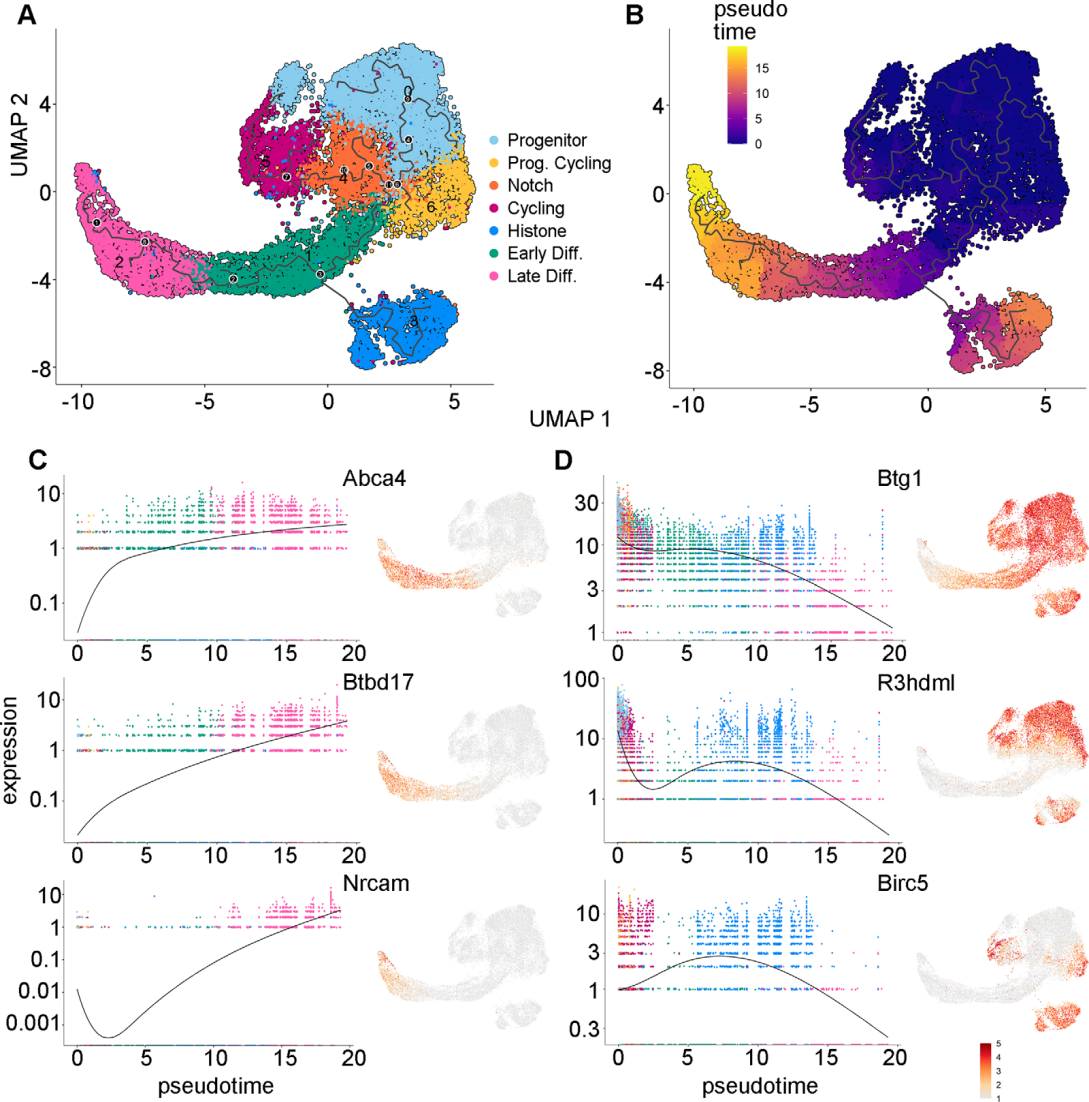
(**A**) The differentiation trajectory for lens epithelial cells inferred by Monocle 3, with labeled branch points (*black dots*). (**B**) UMAP representation colored by Monocle pseudotime scores. *Purple* represents cells that are earlier in pseudotime, and *yellow* indicates cells that are later in pseudotime. (**C**, **D**) For selected genes, a paired single-cell expression versus pseudotime plot (*left*) and a UMAP representation colored with relative gene expression (*right*) are shown. Plots of genes determined to be expressed later in pseudotime (**C**) and earlier in pseudotime (**D**) are shown.

### CellChat Identified Potential Signaling in the Different LEC Subpopulations

Signaling networks that might be active in the different LEC subpopulations were inferred and analyzed using CellChat.^28^ A general pattern that emerged was a reduction in the intensity of signaling in cell clusters identified as being in later states of differentiation (Figs. 5A, 5B), consistent with the approach toward the more inert fiber cell state. The networks that appeared to make the strongest contributions to signaling in LECs were the collagen, midkine (MK), and pleiotrophin (PTN) signaling networks (Fig. 5A, Supplementary Fig. S4). 

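Col6a3, a chain of a beaded-filament-forming collagen, had 325 ± 12.4 CPM in Late Differentiating-like LECs and 65.7 CPM in the mean of the other clusters (log2 fold change 2.39 ± 0.068, edgeR's quasi-likelihood test, BH-adjusted p = 3.36e-73, higher in both of 2 pools). It was not silent elsewhere, with 142 ± 8.73 CPM in Early Differentiating-like and 53.5 ± 7.05 CPM in Progenitor-like LECs at 0.6. The wider list of lens capsule matrix genes moved the other way in Late Differentiating-like LECs: 9 of 16 genes lower over all genes tested and 9 adjusted over the list alone, median -0.51 (camera adjusted p = 1.34e-04, 0.119 with an estimated correlation). Col6a3 (chromosome 1, 90765923 to 90843971) is given in mm10 coordinates. CellChat scores were not computed here.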

The collagen signaling network was expressed in all clusters, but there was some differentiation of collagen expression; for example, *Col6a3* expression was upregulated in the Late Differentiating cluster (Supplementary Fig. S4C). The heparin-binding growth factors midkine (*Mdk*) and pleiotrophin (*Ptn*) were downregulated in the Late Differentiating cluster. 

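Ptn fell strongly in Late Differentiating-like LECs, to 13.0 ± 0.654 CPM against 152 CPM in the mean of the other clusters (log2 fold change -3.20 ± 0.13, edgeR's quasi-likelihood test, BH-adjusted p = 1.59e-54). Mdk fell by far less, to 150.3 ± 17.2 CPM against 187 CPM (-0.30 ± 0.068, adjusted p = 8.82e-05). Both encode heparin-binding growth factors, and both were lower in both pools. The small change of Mdk is the less certain of the pair, as it was 0.23 at a resolution of 0.1 and did not pass without doublet removal (-0.01, adjusted p = 0.934) or without cell-cycle regression (-0.11, adjusted p = 0.187). Positions: Ptn (chromosome 6, 36714929 to 36810220) and Mdk (chromosome 2, 91929805 to 91932297).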

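Without TMM scaling, Mdk was found at 145 ± 14.5 CPM in Progenitor-like, 229.8 ± 40.4 CPM in Early and 86.1 ± 0.813 CPM in Late Differentiating-like LECs at 0.6. Its UMIs were in 34.2%, 57.8% and 39.0% of these cells. With that scaling, Ptn was low but measurable in Early Differentiating-like LECs, at 23.0 ± 9.11 CPM at 0.2 against 149.7 CPM in the mean of the other clusters (log2 fold change -2.17 ± 0.11, edgeR's quasi-likelihood test, BH-adjusted p = 1.13e-41). It was highest in Progenitor Cycling-like LECs (324 ± 40.7 CPM).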

The downstream signaling from MK and PTN receptor binding includes ERK and PI3K in other cell systems and is involved in epithelial to mesenchymal transition interactions and migration during development.^76^^,^^77^ *Mdk* expression was ubiquitous in LECs, whereas *Ptn* expression disappeared in both the Early and Late Differentiating clusters (Supplementary Fig. S4C). The signaling pathways upregulated in the progenitor and cell-cycling clusters mainly included those involved in extracellular matrix (ECM) secretions, such as neural cell adhesion molecules (NCAMs), heparin sulfate proteoglycans (HSPGs), pleiotrophin, and junctional adhesion molecules (JAMs) (Fig. 5C). Pathways that were more prevalent in differentiating clusters included laminin, cadherin (CDH), thrombospondin (THBS), platelet-derived growth factor (PDGF), Notch, and visfatin. Some signaling genes, such as *Cadm1*, *Mdk*, and *Itgb1*, are expressed relatively ubiquitously in LECs, whereas other genes may be expressed uniquely during differentiation, such as *Cd47* and *Epha5* (Fig. 5D, Supplementary Fig. S4). 

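Cadm1, a cell adhesion molecule, and Itgb1, an integrin chain, were at similar levels in all named classes at 0.6: Cadm1 from 271 CPM in Histone-like to 393 in Progenitor-like LECs, and Itgb1 from 192 in Late Differentiating-like to 231 in Progenitor Cycling-like LECs. In Progenitor-like LECs, against the mean of the other clusters at 0.2, Itgb1 and Mdk did not pass (log2 fold changes -0.07 ± 0.055 and -0.10 ± 0.060, edgeR's quasi-likelihood test, BH-adjusted p = 0.449 and 0.25), and Cadm1 was slightly higher (0.23 ± 0.051, adjusted p = 1.48e-04). The call for Cadm1 is lost with DESeq2 (adjusted p = 0.0566) and without the replicate block (0.105), Itgb1 passes as higher without cell-cycle regression (0.24, adjusted p = 0.00361), with all UMIs (0.23, 3.81e-04) and with another seed (0.17, 0.0387), and Mdk passes as lower under 6 alternatives, among them the resolution of 0.6 (-0.41, adjusted p = 1.94e-08). Cd47, an integrin-associated surface protein, was higher in Early and Late Differentiating-like LECs (1.67 and 1.40), as was Epha5, an ephrin receptor (3.37 and 4.17); adjusted p by the same edgeR quasi-likelihood test ran from 1.33e-59 to 1.06e-42 in the Early cluster. Cd47 is not confined to them, with 48.0 ± 5.06 CPM in Progenitor-like LECs; Epha5 had 3.41 ± 0.272 CPM there. Positions: Cd47 (chromosome 16, 49800533 to 49915010) and Epha5 (chromosome 5, 84054761 to 84417382).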

Signaling genes upregulated earlier in pseudotime included *Ptn*, *Ncam1*, and *Sdc4*.

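All 3 were higher in Progenitor-like LECs, the earliest in pseudotime, than in the mean of the other clusters at 0.2: Ptn 1.31 ± 0.066, Ncam1 0.97 ± 0.053 and Sdc4 0.51 ± 0.060 (log2 fold changes, edgeR's quasi-likelihood test, BH-adjusted p from 8.43e-42 to 1.28e-12, higher in both of 2 pools). Ncam1, a neural cell adhesion molecule, had 275 ± 6.70 CPM against 169 CPM, and Sdc4, a heparan sulfate proteoglycan, 163 ± 4.40 CPM against 119. At 0.6, Ptn was higher in the Cycling-like and Histone-like classes (235 and 261 CPM) than in the Progenitor-like class (156). Positions: Ncam1 (chromosome 9, 49502136 to 49798925) and Sdc4 (chromosome 2, 164424247 to 164443887).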

**Figure 5.**
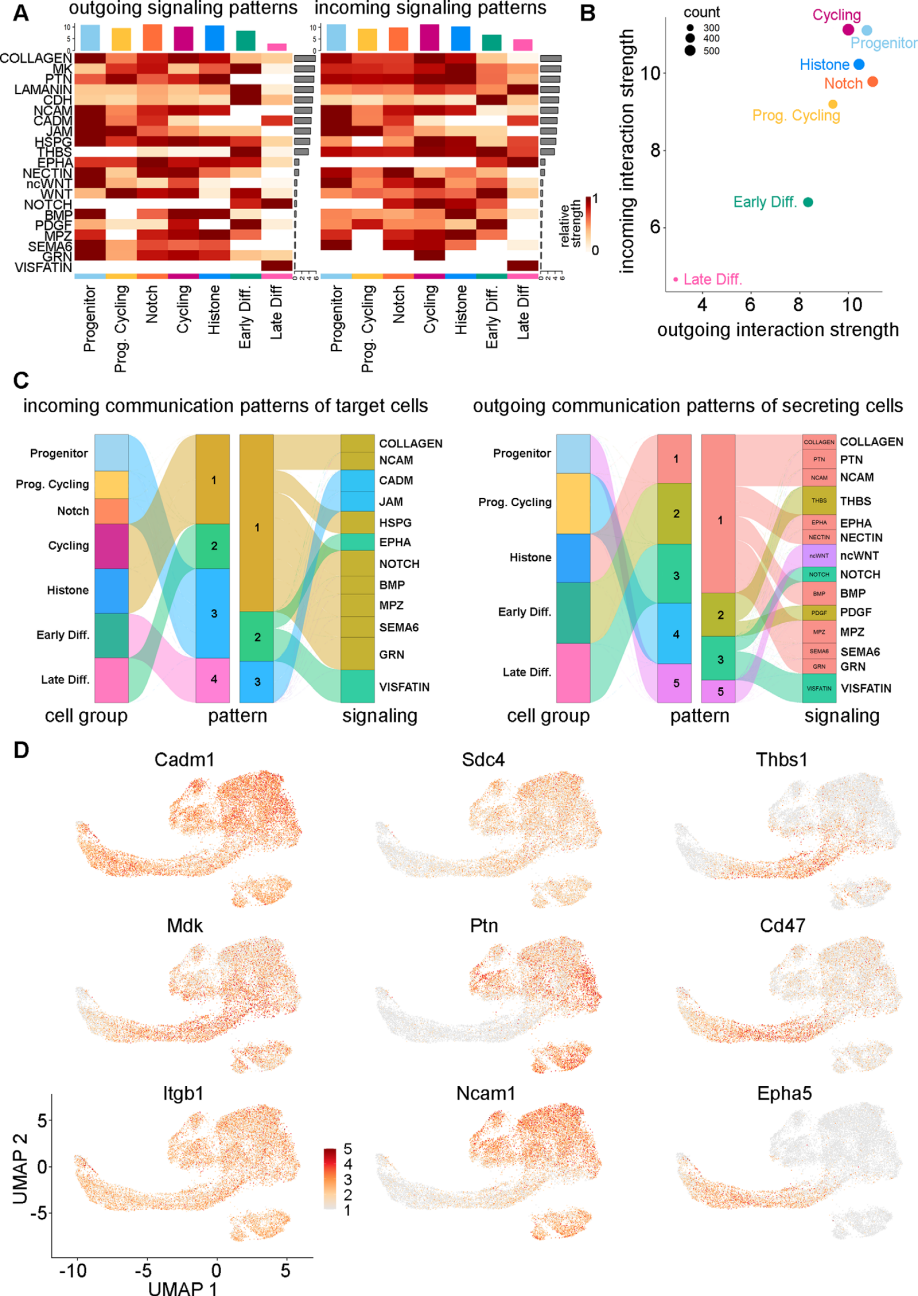
(**A**) CellChat net analysis heatmap of both outgoing (*left*) and incoming (*right*) significant signaling pathways per LEC subtype. Pathways are ordered by the relative strength of receptor–ligand expression and signaling communication pathway probability. (**B**) CellChat net analysis scatterplot showing the overall interaction strength of each LEC subtype to both outgoing and incoming signal strength. (**C**) River plots showing incoming (*left*) and outgoing (*right*) signaling patterns from LEC subtypes and the pathways that comprise each type of identified pattern. (**D**) UMAP representation of the expression of selected signaling molecule identified through CellChat analysis.

## Discussion

The postnatal murine lens epithelium contains a pool of progenitor cells, which not only are the source of future fiber cells but also differentiate into diverse epithelial cell subtypes that are responsible for the nourishment, solute transport, and communication that the lens requires for normal growth and development.^78^^,^^79^ In this study, we used scRNA-seq to provide an in-depth transcriptomic analysis of single LECs in order to probe the transcriptional and functional diversity of LEC subtypes in the early postnatal period. The data we obtained provided a snapshot of mouse lens growth and development on P2. We found that there were three major subtypes of lens epithelial cells in the mouse lens at P2: progenitor, cycling, and differentiating. These subtypes were further subdivided into seven distinct clusters based on different patterns of gene expression. 

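Counted over the named classes at 0.6, progenitor types (Progenitor-like, Progenitor Cycling-like and Notch Effector-like) hold 5040, 1649 and 1658 LECs, cycling types (Histone-like and Cycling-like) 1872 and 1789, and differentiating types 3433 Early and 1501 Late. Between replicates 1 and 2, the Histone-like share was 9.67 and 12.1%, the Progenitor-like share 31.2 and 25.5%, and the Early Differentiating-like share 20.2 and 18.8%. Placing Notch Effector-like LECs with the progenitor types follows the tree of mean profiles described above.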

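Of all filtered cells, endothelial cells were 3.00% (95% interval 2.76 to 3.26%), mural cells 2.05% (1.85 to 2.26%) and macrophages 0.318% (0.242 to 0.410%). A further 0.129% had hemoglobin transcripts, with Hbb-bs at 85232 ± 32065 CPM, but they also carried crystallin RNA (Cryab 33688 ± 2536 CPM). Their share was 0.388% without doublet removal. Without replicate 1, a single cluster of 227 cells was led by endothelial and hemoglobin genes together, and the macrophage cluster held 104 cells, where 28 of this pool were macrophages with both pools in use, so no share of these types is given there. The expression values do not tell which vessel bed the cells came from.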

The small fraction of contaminating cell types was likely derived from the tunica vasculosa lentis (TVL). Previous studies have identified the presence of mural, macrophage, and vascular endothelial cells in the TVL during this period of lens growth.^80^^–^^82^

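The glutathione metabolism list did not pass in Progenitor-like LECs at 0.2: 7 of 19 genes were higher and 5 lower over all genes tested, 9 and 5 adjusted over the list alone, with a median log2 fold change of 0.15 (camera adjusted p = 0.0544). At 0.6 it did not pass in Progenitor-like (median 0.17, adjusted p = 0.0838) or Progenitor Cycling-like LECs (0.11, adjusted p = 0.217). The cystine importer Slc7a11 was higher in Progenitor-like LECs, while Gclc and Gclm, the subunits of the enzyme that starts glutathione synthesis, had 17.4 ± 0.188 CPM and 40.6 ± 2.29 CPM there and 121 ± 5.10 CPM and 133 ± 16.0 CPM in Late Differentiating-like LECs. Transcripts do not measure glutathione itself.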

The progenitor cell clusters displayed increased metabolic functions, including GSH synthesis pathways and lipid metabolism and synthesis. This correlates with a previous rodent lens study that identified a large increase in lipid synthesis during the first postnatal weeks.^83^ Therefore, these two subpopulations of LECs could have specialized functions in maintaining the intense metabolic state during the first postnatal week of life. Interestingly, the Progenitor Cycling cluster may also be involved in progenitor self-renewal and growth of the lens during this period. 

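Depth did not move the shares by more than the difference between pools. After every LEC was thinned to 3000 UMIs, leaving 17016 cells, 32.6% were S or G2M and 17.3% S; the same cells unthinned gave 32.1 and 17.4%. The updated gene lists gave 31.5 and 17.3%, and leaving out the low-UMI cluster 31.9 and 17.3%. The S share was 14.8% in replicate 1 (interval 14.1 to 15.5%) and 21.1% in replicate 2 (20.2 to 22.0%). A BrdU label and a transcript score measure different things, and no BrdU data were used here.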

Cell-cycle scoring predicted that P2 LECs had approximately a third (33.35%) of the cells undergoing the cell cycle, with approximately 20% (19.14%) in S phase, which correlates exceptionally well with analysis based on BrdU staining at P2.^10^ Future studies could use scRNA-seq at other postnatal ages to track if cycling cell number decreases by P6, as was also previously documented.^10^^,^^11^ Changes in the proportion of the different cell types would also be expected, because during P2 there are highly proliferative cells in both the anterior and equatorial regions, whereas by P14 these cells are almost solely concentrated in the germinative zone.^84^^,^^85^

Spatiotemporal organization of LEC subclusters could be inferred from known cell markers, as well as pseudotime analysis. 

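These regulators of cell cycle exit and fiber differentiation were higher in both differentiating clusters than in the mean of the other clusters at 0.2, in both pools. In Early Differentiating-like LECs, Maf changed by 1.07, Jag1, a Notch ligand, by 2.45, and Prox1, a homeodomain factor, by 0.78 on the log2 scale (edgeR's quasi-likelihood test, BH-adjusted p from 2.21e-55 to 1.05e-33). In Late Differentiating-like LECs, Jag1 changed by 2.98, Prox1 by 1.01 and Cdkn1c by 3.92 (adjusted p in the same edgeR quasi-likelihood test from 1.13e-144 to 1.53e-46). Jag1 had 232 ± 17.1 CPM in the Late cluster and 18.5 CPM in Progenitor-like LECs. Prox1 was the least selective, with 317 ± 17.4 CPM in Progenitor-like LECs against 637 ± 4.76 CPM in the Early class. Positions: Jag1 (chromosome 2, 137081456 to 137116644) and Prox1 (chromosome 1, 190118035 to 190170714). No positions of cells in the tissue were measured.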

Notably, high expression of *c-Maf*, *Jag1*, *Prox1*, and *Cdkn1c* (p57/KIP2) was shown throughout the early and late differentiating clusters (Supplementary Fig. S5), suggesting localization toward the lens equator. These genes are known regulators of LEC cycle exit and subsequent fiber cell differentiation.^86^^–^^88^ Earlier in pseudotime, there was increased expression of *Mafb*, *Itga3*, *Cdh1*, and *Bmp7*, which are genes with established roles in lens epithelial homeostasis and development^89^^–^^91^ (Supplementary Fig. S5). 

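In Progenitor-like LECs, 3 genes were higher than in the mean of the other clusters, in both pools: Itga3 1.14 ± 0.11, Cdh1 0.72 ± 0.067 and Bmp7 0.88 ± 0.13 (log2 fold changes, edgeR's quasi-likelihood test, BH-adjusted p from 1.42e-18 to 3.18e-09). Cdh1, the epithelial cadherin, had 128 ± 9.61 CPM; Bmp7, a secreted growth factor, 43.4 CPM; and Itga3, a laminin-binding integrin, 45.8 ± 2.94 CPM. In Late Differentiating-like LECs at 0.6 they had 13.6, 10.5 and 2.81 CPM. Positions: Itga3 (chromosome 11, 95044474 to 95076801), Cdh1 (chromosome 8, 106603351 to 106670246) and Bmp7 (chromosome 2, 172868012 to 172940321).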

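Sterol genes were not higher in Progenitor-like LECs. At 0.2 the cholesterol biosynthesis list had a median log2 fold change of -0.11 (camera adjusted p = 0.0755), and at 0.6, with Progenitor Cycling-like LECs apart, it was lower, with 20 of 20 genes lower over all genes tested and 20 adjusted over the list alone and a median of -0.87 (adjusted p = 5.88e-22, 0.0259 with an estimated correlation). Fdps, for example, had 43.0 ± 4.13 CPM in Progenitor-like and 161 ± 8.53 CPM in Progenitor Cycling-like LECs at 0.6. The classes share other features, among them the correlation of their mean profiles given above.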

The upregulation of biosynthetic genes in both the Progenitor and Progenitor Cycling cluster also suggests potential functional similarities among these cell populations. Upregulation of cell-cycle genes, such as *Cdk1*, and the Seurat cell cycle scoring function were able to identify cell subpopulations undergoing the cell cycle.^67^^,^^92^

On P2, cell division in the mouse lens extends across the entire epithelium.^10^^,^^11^^,^^85^ Thus, it could be hypothesized that the Progenitor and Progenitor Cycling clusters may occupy much of the anterior central zone, the Notch effector cluster could be closer to the germinative zone, and the Histone and Cycling clusters are likely anterior as well as within the germinative zone. The Early and Late Differentiating Clusters could be at the equatorial and transitional zones. Future experiments such as in situ hybridization, immunofluorescence, and spatial transcriptomics should be conducted to provide more definitive insights into the precise spatial localization of these clusters based on identified differentially expressed genes (DEGs).

Regarding cell signaling, we found that the top expressed receptor–ligand interactions originated from the collagen, midkine, and pleiotrophin pathways. The Progenitor and Cycling clusters had the most extensive signaling interactions, whereas the Differentiating clusters comparatively had comparatively lower signaling interactions. Notably, we observed heterogeneous expression of signaling molecules in cells earlier versus later in pseudotime, with some specific to cells assumed to be undergoing differentiation, including the THBS and Notch pathways. Notch signaling is known to be important in mediating epithelial to fiber cell differentiation^88^ and was identified by CellChat to be upregulated in the early and late differentiating clusters only (Fig. 5). 

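Directly compared, Late Differentiating-like LECs had 39.2 ± 8.39 CPM of Thbs1 and Early Differentiating-like LECs 184 CPM, a log2 fold change of -2.24 ± 0.091 (edgeR's quasi-likelihood test, BH-adjusted p = 1.05e-52, lower in both of 2 pools). In all, 5079 of 12414 genes differed between the 2 clusters, 2648 higher and 2431 lower in the Late one. Among the largest were Gcg, the glucagon gene (6.54), and Plcb1, a phospholipase (6.05); genes lower in the Late cluster included Lpar1, a lysophosphatidic acid receptor (-3.64), and Col27a1, a fibrillar collagen (-3.62).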

Concurrently, signaling molecules such as thrombospondin-1 also showed downregulation in the late differentiating cells relative to the early differentiating cells, which coincides with a previous study.^49^ The high expression of the collagen, laminin, CDH, NCAM, cell adhesion molecule (CADM), and HSPG signaling networks is likely due to coordination of lens capsule formation or ECM remodeling and cellular migration during differentiation events. For example, the laminin and CDH networks were more prevalent in differentiating cells, whereas NCAM, CADM, JAM, HSPG, and collagen signaling events were more prevalent in progenitor and cycling cells. In addition, the gene *Itga6* (integrin subunit alpha 6) in the MK signaling system was expressed higher in the Late Differentiating cluster (Supplementary Fig. S4), which correlates with a prior in vitro study in rats.^93^ In contrast, signaling molecules such as *Ptn* were not expressed at all in the Differentiating clusters (Supplementary Fig. S4). 

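Itga6, a laminin-binding integrin chain, had 134 ± 19.2 CPM in Late Differentiating-like LECs and 41.3 CPM in the mean of the other clusters (log2 fold change 1.78 ± 0.091, edgeR's quasi-likelihood test, BH-adjusted p = 6.47e-42, higher in both of 2 pools). In CPM without TMM scaling, Early Differentiating-like LECs were close, with 81.6 ± 11.9 CPM against 94.5 ± 11.4 CPM in the Late class at 0.6. These levels are not on the scale of the 134 CPM above. Itga6 lies on chromosome 2, 71745616 to 71858416.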

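UMIs of Ptn were found in 7.60% of Early and 6.97% of Late Differentiating-like LECs at 0.6, against 57.9% of Progenitor Cycling-like LECs, although both differentiating classes are deeper than the latter (medians, in that order, of 8403, 13673 and 5404 UMIs). The levels were 20.0 ± 6.23 CPM, 11.7 ± 2.27 CPM and, in Histone-like LECs, 261 ± 13.9 CPM. Traces of this size can come from RNA shared between droplets, which was not measured for this gene.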

Other signaling pathways, such as the noncanonical Wnt (ncWnt), Wnt, BMP, and myelin protein zero (MPZ), had variable signaling patterns but were mainly downregulated in the differentiating clusters. All of these pathways have established roles in lens development.^94^^–^^96^ Understanding the heterogeneity of signaling in the lens epithelium is crucial for identifying how lens formation and cellular organization occur.

Some of the LEC clusters identified in our study could have distinct functions in transitioning between the proliferative and differentiating state. The Notch Effector cluster, which was also identified by pseudotime, could contain specialized cells that coordinate the differentiation versus proliferation decision.^88^ 

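In Late Differentiating-like LECs too, the cytosolic ribosomal protein list was higher: 81 of 82 genes higher over all genes tested and 81 adjusted over the list alone, with a median log2 fold change of 0.36 (camera adjusted p = 1.23e-29, 0.114 with an estimated correlation). As a share of all UMIs, however, ribosomal protein genes had a median of 16.4% there, below the 18.9% of Progenitor-like LECs. The share is taken of all UMIs, whereas the test scales by a trimmed mean over genes, so the pair can differ in sign. Rbm24 changed by 5.06 ± 0.074 in this cluster (591 ± 23.3 CPM, edgeR's quasi-likelihood test, BH-adjusted p = 1.56e-113).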

In the Differentiating cell clusters, there was also an increase in ribosomal protein GO terms and expression, including *Rbm24*, which is specific to crystallin synthesis. Recently, the role of ribosomal proteins in lens translational control during development has been studied in depth, and specific translation control was found to be crucial for regulating LECs differentiation and specific protein expression.^51^ In contrast, the prominent cycling histone expressing cluster remains elusive in its function. It is possible that histone remodeling could indicate a commitment to differentiation,^97^^,^^98^ which is consistent with the modeling that placed this cluster later in pseudotime (Fig. 4). 

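Histone-like LECs lay at a median of 0.0723 and 0.0717 of diffusion pseudotime in the 2 pools, after Cycling-like (0.0422 and 0.0400) and before Early Differentiating-like LECs (0.135 and 0.142). Markers of differentiation were low in Histone-like LECs: Cdkn1c had 378 ± 11.9 CPM and Rbm24 4.68 CPM, against 6292 ± 273 CPM and 349 in the Early class.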

Alternatively, it may be linked to the transient state of high proliferation during the first postnatal week.^10^ Future studies looking at histone proteins in the lens, as well as other postnatal time points, may provide insights into their functions and potential roles in differentiation commitment.

Single-cell RNA sequencing has allowed the cellular heterogeneity of postnatal LECs to be explored and has highlighted cell–cell communication networks that underlie proliferation, differentiation, and metabolism. Our findings are largely consistent with prior studies of adult human and mouse LECs. Previous scRNA-seq of human lens tissue also identified similar LEC subpopulations,^19^ as did a study of adult mouse LECs.^99^ This study has defined a transcriptomic atlas for the P2 mouse lens epithelium and cataloged the differential gene expression patterns of LEC subpopulations, suggesting a lineage differentiation trajectory for them. Our findings indicate that LEC heterogeneity in the developing lens is key for coordinating metabolism, self-renewal, and differentiation.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

# Supplementary material for: Single-Cell RNA Sequencing Analysis of the Early Postnatal Mouse Lens Epithelium
**Source:** Invest Ophthalmol Vis Sci. 2023 Oct 23;64(13):37. doi: 10.1167/iovs.64.13.37
**Supplement:** Supplement 1

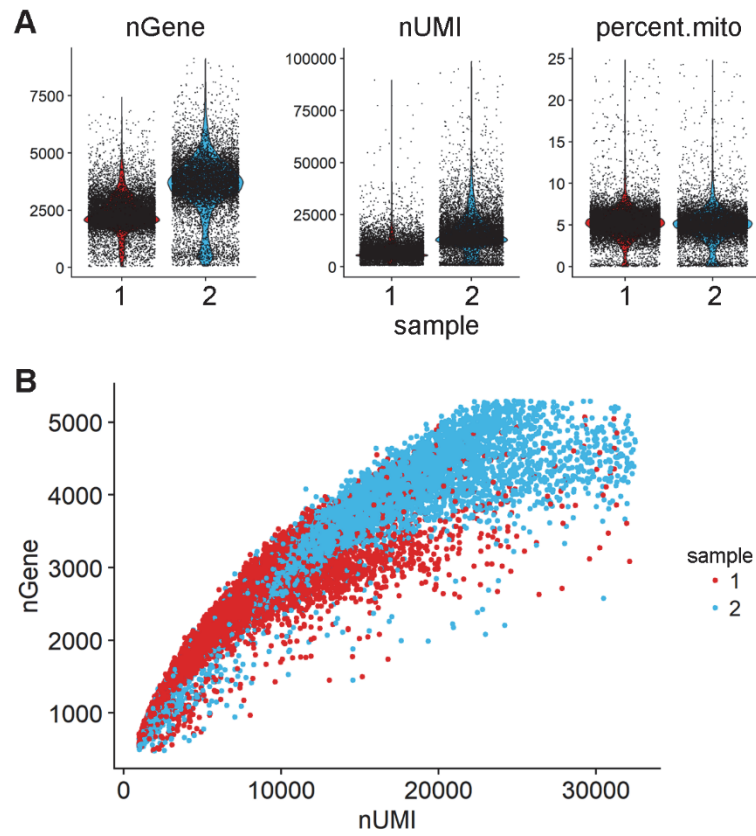

**Supplementary Figure 1.** (A) Violin Plots showing the distribution of unfiltered data for the number of genes per cell, number of UMIs per cell, and percent mitochondrial genes expressed. (B) Scatter plot showing the degree of correlation between the number of UMIs per cell and number of genes per cell after filtering.

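Before filtering, the median barcode had 2285 genes in replicate 1 and 2604 in replicate 2, with at most 7438 and 7601. UMIs per barcode ran from 500 to 89587 and from 502 to 152147. Mitochondrial genes took a median of 5.26 and 5.07% of UMIs, and 173 and 229 barcodes exceeded 15%. At least 1 UMI was seen for 20560 and 20489 genes.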

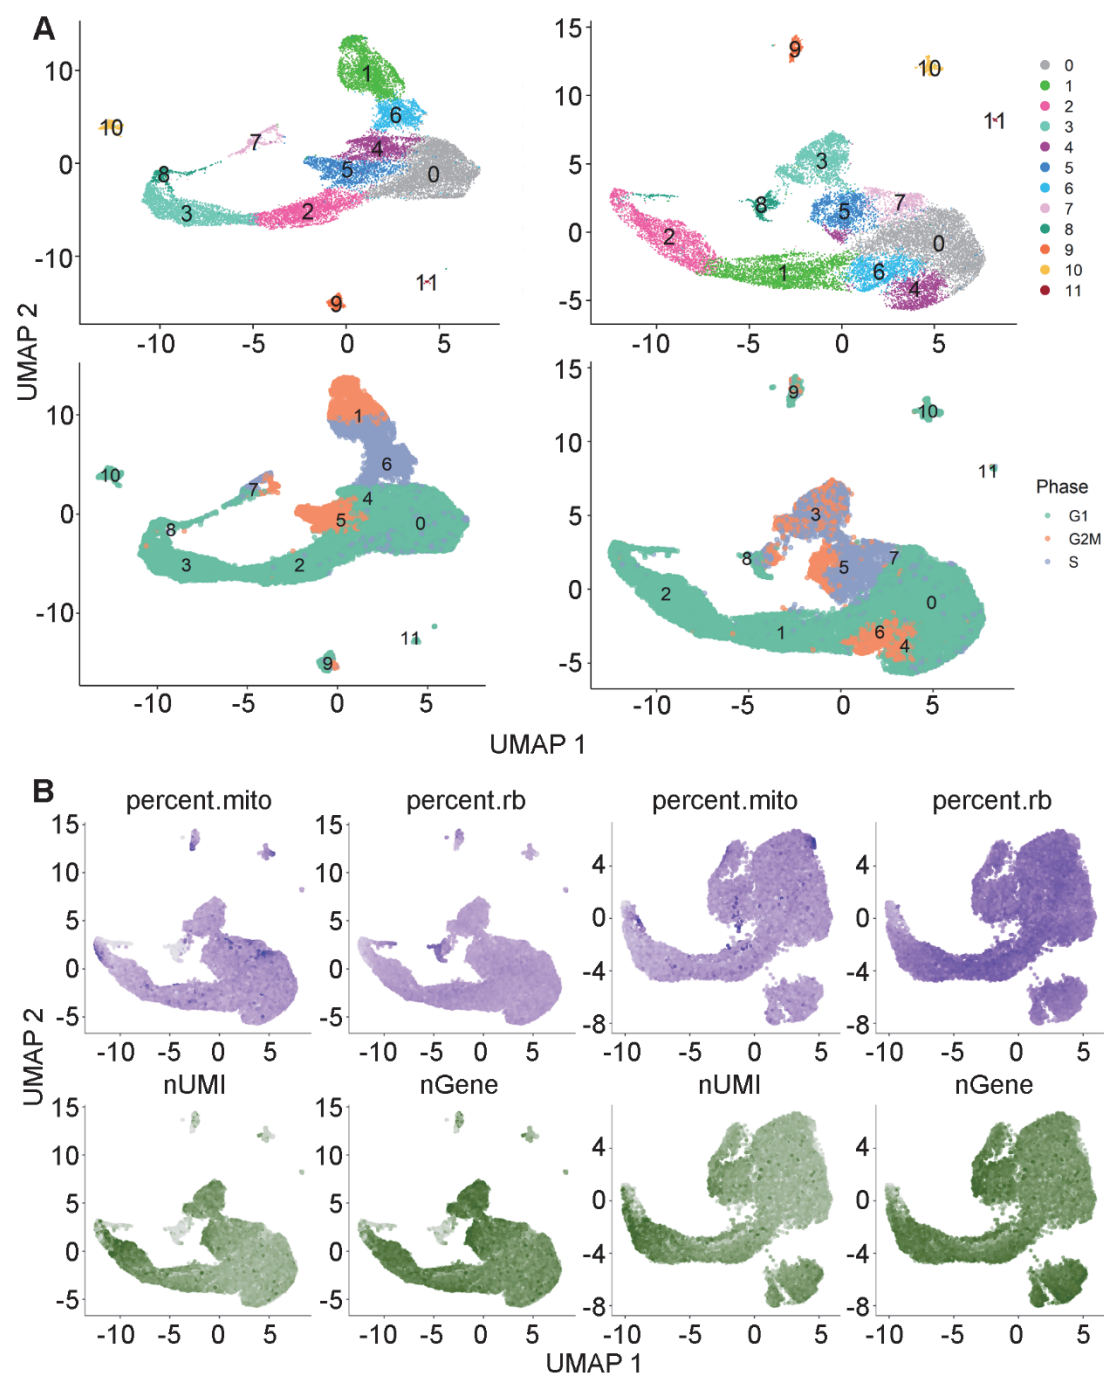

**Supplementary Figure 2.** (A) UMAP representation of the entire dataset (left) and the same dataset after regression on cell cycle (right). (B) UMAP representation of percent mitochondrial gene expression, percent ribosomal gene expression, total UMI expression per cell and total genes per cell. All cells shown in left-hand panel and the LEC subclusters shown in the right-hand panel.

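Depth and mitochondrial share differed between LEC clusters at 0.2. Late Differentiating-like LECs had the most UMIs and the lowest median mitochondrial share (2850 genes, 3.61%), and Progenitor-like LECs the fewest UMIs and the highest share (2162 genes, 5.59%). Histone-like LECs had the most genes (2879). Histone-like and Early Differentiating-like LECs had 4.91 and 5.34% mitochondrial UMIs and medians of 8675 and 7857 UMIs.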

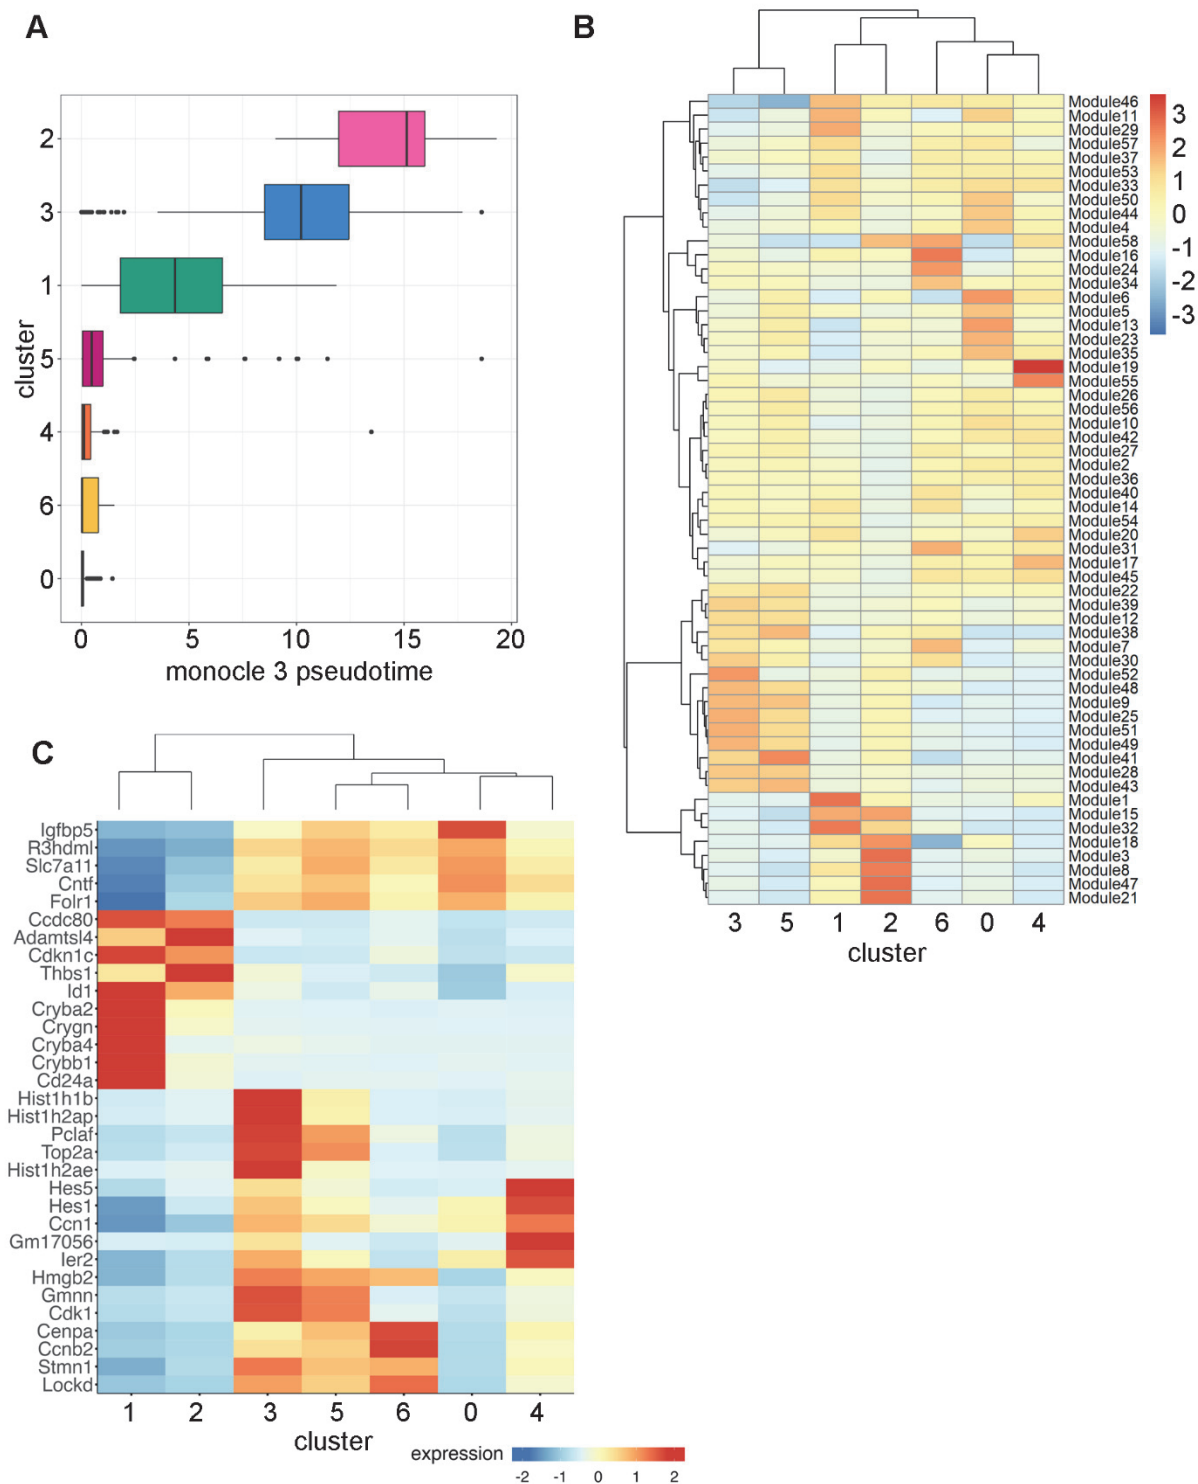

**Supplementary Figure 3.** (A) Boxplot showing the ordering of clusters by Monocle3 pseudotime scores. (B) Monocle3 heatmap of gene modules for LECs. (C) Heatmap showing hierarchical analysis of clusters.

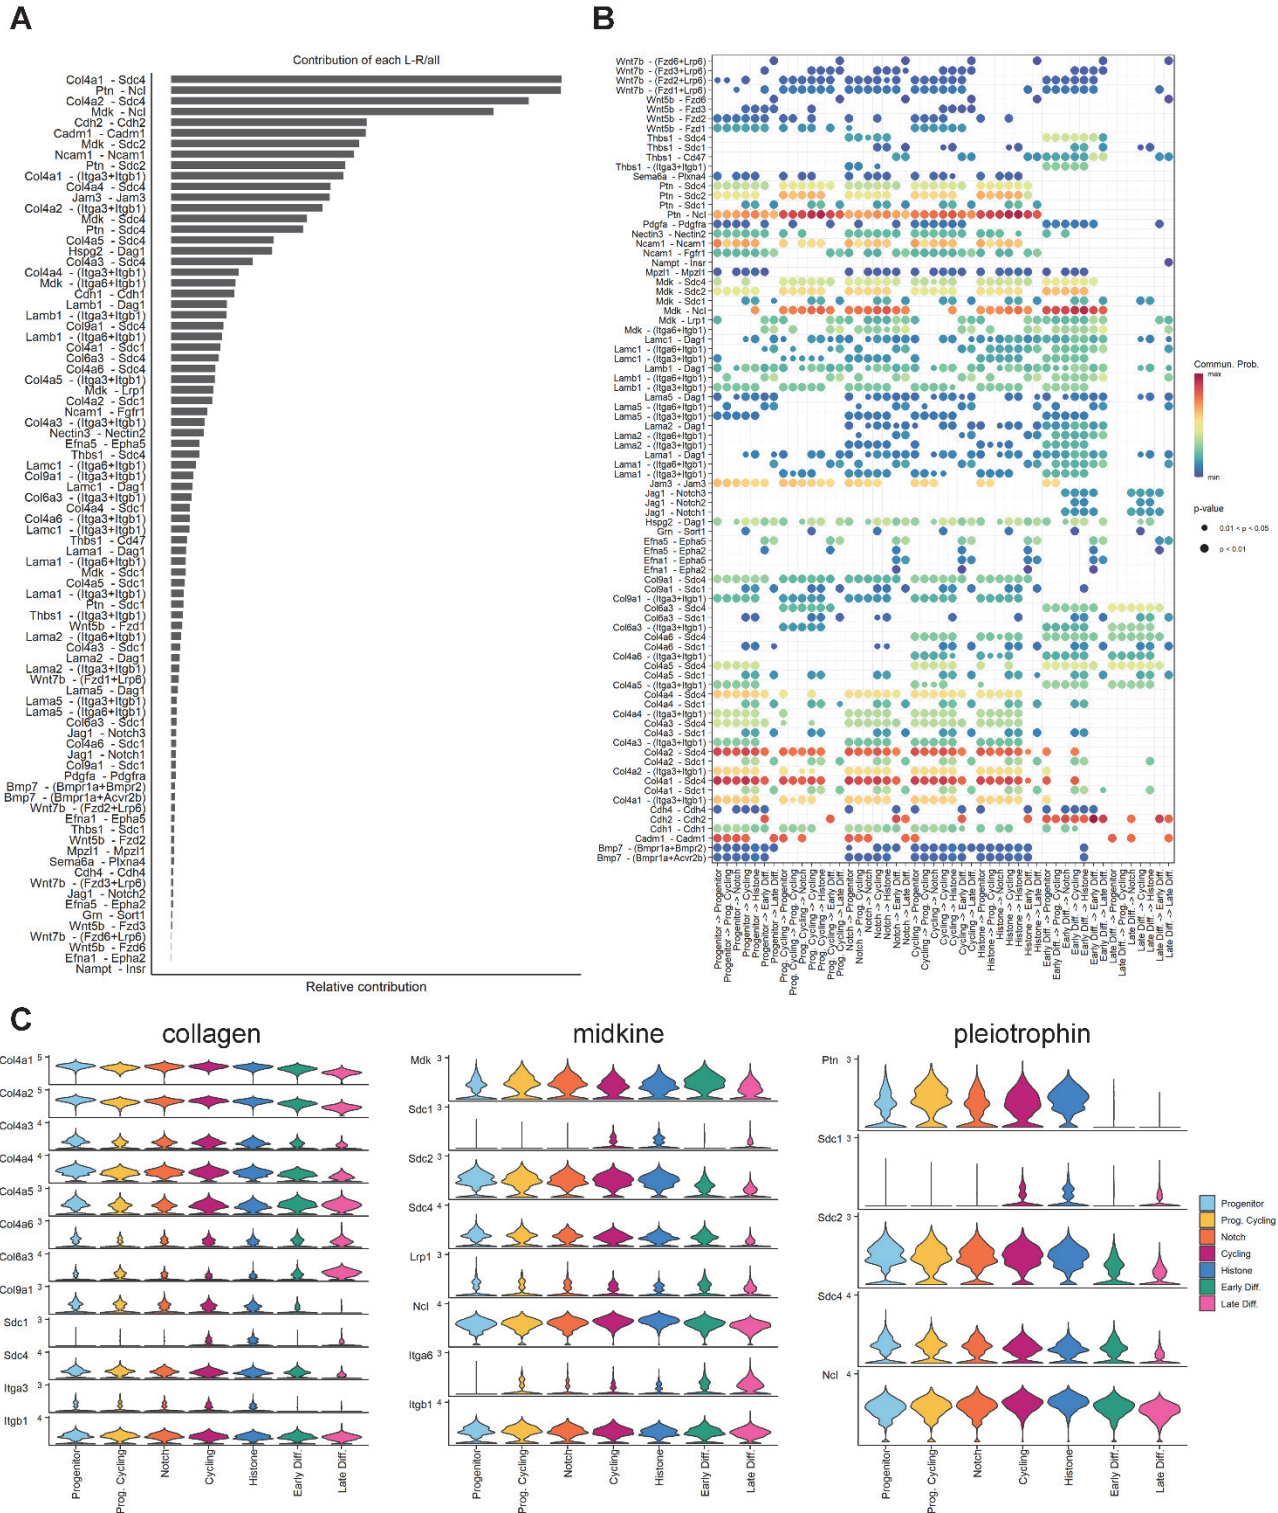

**Supplementary Figure 4.** (A) Ordering of top ligand-receptor interactions for all LECs by relative contribution. (B) A bubble plot of all significant/identified ligand-receptor interactions between LEC subtypes. (C) Violin plots of expression of genes involved in Collagen (left), Midkine (middle), and Pleiotrophin (right) receptor-ligand interactions.

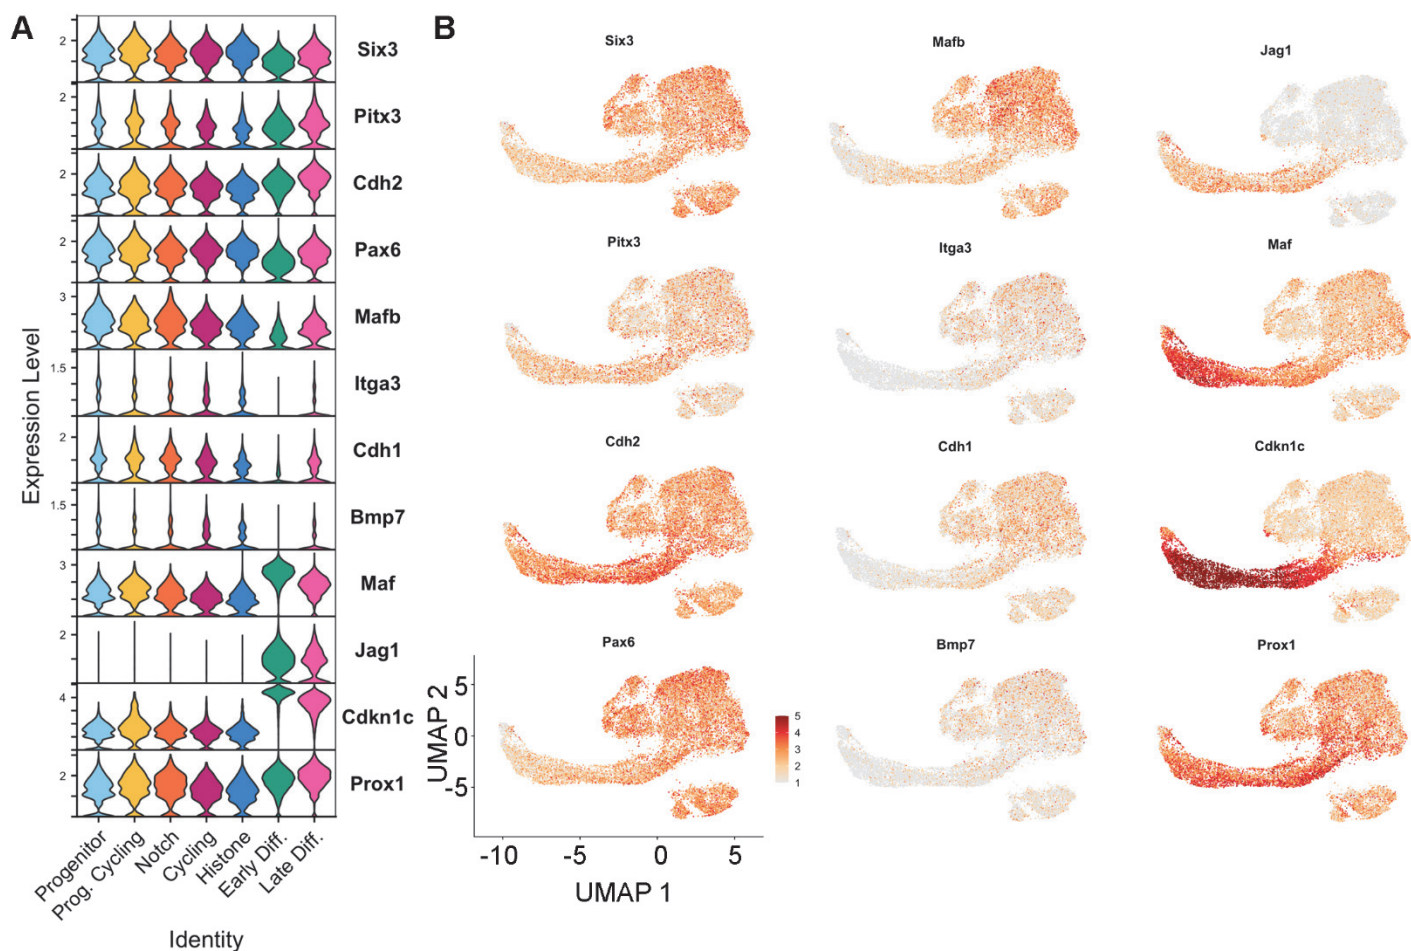

**Supplementary Figure 5.** (A) Stacked violin plot and (B) feature plots of selected genes with well established roles in LEC homeostasis, growth, and differentiation. Genes were selected from Martinez and de Iongh (2010) DOI: 10.1016/j.biocel.2010.09.012.

How the deposited data were processed for this re-analysis (not part of the article)

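Droplet RNA counts of 2 pools of lens epithelium from wild-type pups at postnatal day 2 were used, each pool a biological replicate. The authors made the libraries with 10x Genomics 3′ v3.1 chemistry and counted reads with Cell Ranger on mm10 into filtered tables of raw UMI counts, in which every value is a whole number of transcripts per gene and barcode. Gene positions come from GENCODE vM21. The medians of 6307 and 8050 UMIs per barcode allow summed counts of clusters to be compared, but not single cells.

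Counts were read in Python 3.11.15 with scanpy 1.11.5, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Barcodes outside the 2nd to 97th percentiles of genes or UMIs over both pools, or with over 15% mitochondrial UMIs, were left out, and then the 8% of each pool with the highest Scrublet scores. For clustering, analytic Pearson residuals (theta 100) of 3000 variable genes were used, S and G2M scores were regressed out, and 30 principal components were aligned between the pools by Harmony's algorithm, written anew (theta 2, sigma 0.1). A shared nearest neighbor graph (20 neighbors) was divided by the Louvain method in python-igraph 0.11.9, taking the best of 10 starts, at a resolution of 0.3 for all cells and 0.2 for LECs. Each LEC UMI was assigned to set A or set B with a probability of 0.5 (seed 1, seed 2 as an alternative). Clusters and the order of cells use set A, and the tree of classes and all levels and tests between LEC clusters use set B. A resolution of 0.6 was added after the partitions at 0.2 had been seen, because of the main partitions it alone held clusters with the paper's markers of all 3 of Notch Effector, Cycling and Progenitor Cycling LECs, and only the 7 named classes were tested at 0.6; clusters of one name were joined.

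Clusters were named from the mean log2 level of marker genes against the other clusters (20 CPM added, at least 3 markers above 0.25 for LEC classes and above 1 for cell types, the top 10 genes were listed). This rule and the limits for a low-UMI cluster were set after the partitions were explored. Phases were called from 42 S and 52 G2M genes in 24 bins of expression on all UMIs. The phase share was planned without a low-UMI cluster; none met the limits at 0.3 in the main run, so all LECs were used.

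UMIs were summed per pool and cluster and tested in R 4.3.3 with edgeR 4.0.16: TMM factors, the default filter on low counts, the pool as a block, the quasi-likelihood test of each cluster against the mean of the other clusters on the log scale, and of Late against Early Differentiating-like LECs, with BH adjustment at 0.05. Because that mean is taken on the log scale and the CPM given for other clusters are arithmetic means, the fold change and the ratio of CPM can differ, and for a few genes (Btbd17 in Early Differentiating-like LECs) differ in direction. Gene lists were tested with camera in limma 3.58.1, at a preset correlation of 0.01 and with an estimated one. The 19 pathway lists were beta and gamma crystallins, fiber cell genes, cytosolic ribosomal proteins, cholesterol biosynthesis, replication-dependent histones, DNA replication, mitosis and kinetochore, immediate early genes, heat shock genes, JAK-STAT3 pathway, Notch pathway, glutathione metabolism, oxidative phosphorylation, IGF signaling, lens capsule matrix, TGF-beta response, lysosome, autophagy and organelle loss, and glycolysis and hypoxia. Of the comparisons, 76 of 114 passed at 0.2 and 76 of 133 at 0.6. Cells were ordered by diffusion pseudotime, and the last 2 of 10 bins were compared with the first 2, as log2 ratios with 1 CPM added to each level and without a test. Figures were drawn with matplotlib 3.10.9.

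Genes are named in the text by a rule set in advance: every gene that the paper's results and discussion name (the symbol Hist1a2ae was read as Hist1h2ae), per LEC cluster the 5 largest increases past the threshold with the same direction in both pools and at least 50 CPM, for Late against Early and for female against male the 10 largest changes at 20 CPM or more, and 2 to 4 members of each list. Of the genes the paper names, 2 are not reported here and are not in the counts of alternatives for named genes. The edgeR, camera and DESeq2 (1.42.0) tests were tested on simulated data with 200 genes changed by known amounts: edgeR made 8 false calls among 11736 unchanged genes and DESeq2 made 0. Camera found the 1 changed list and made 1 false call among 40 random lists.

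Alternatives were no doublet removal, percentiles within each pool, no cell-cycle regression, no Harmony, other resolutions, all UMIs for clusters and tests, another seed, DESeq2, no filter on low counts, no replicate block, the sum of all other LECs as the comparison, thinning to 3000 UMIs, updated phase genes, 5 pseudotime bins, and each pool left out. CellChat and Monocle 3 analyses were not repeated, and no GO or hallmark collection was tested.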

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

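Of the tests in this part, the one on immediate early genes took its present form after results were seen; the other 4 predictions were written before their values were computed. No biological explanation was tested for any pattern.

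Genes of the early response to stimuli were higher in Notch Effector-like LECs together with Hes5, which raises the question whether a response to dissociation alone set these cells apart. Any early response genes among the markers that named the class were expected to be higher in it. Among LECs in the highest 10% of their pool by the share of Fos, Jun, Junb, Ier2 and Egr1, where summed CPM of these genes were similar (22039 against 20654 and 21408 against 20712 in replicates 1 and 2), Hes5 was higher in the Notch Effector-like cells, with a log2 ratio (1 CPM added) of 1.62 in the lower pool (940.2 against 304 and 1638 against 531 CPM). This test decides nothing, as Hes5 is a marker by which the class was named and a higher level in it was expected. It is also the last of 3 forms: the first found no Notch Effector-like cell without UMIs of these genes, and the second too few cells at or below the median share, since 99.2 and 97.8% of them lie above it. Whether the early genes alone set the cluster apart, and whether dissociation raised both them and Hes5, stays open, as no undissociated control was analysed here.

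A cluster of LECs led by interferon-induced genes (Isg15, Ifit1, Iigp1, with Ccl2) held 1.13% of LECs and was singled out because the paper does not discuss it. Isg15 was detected in 10.6% of its cells, Ifit1 in 14.1% and Ccl2 in 58.1% (means of the 2 pools). The 1.13% is therefore the size of the cluster, not the share of LECs in which interferon-induced transcripts were found. If RNA from macrophages made this cluster, their markers would be higher in it; the median log2 ratio (20 CPM added) was -0.00456 in the higher pool. It was not a feature of 1 pool, as the lower pool gave 42.2% of the summed shares (0.977 and 1.34% of LECs in the 2 pools). What induced these genes stays open.

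Igkc, an immunoglobulin light chain gene that the paper does not discuss in its text but that is among the first 1999 of the 7378 rows of Table S2, was higher in Progenitor-like LECs by a log2 fold change of 2.49. RNA from antibody-producing cells would bring other genes of such cells, but 8 of these (Jchain and Cd79a among them) summed to 0.680% of the Igkc CPM in the higher pool. Ambient RNA spread alike over all droplets would be as high in endothelial cells, where Igkc reached 0.0321 of the Progenitor-like level in the higher pool (2.66 and 1.03 against 82.8 and 72.2 CPM). Whether the reads come from a functional light chain transcript or from another transcript of the locus cannot be read from 3′ counts.

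The remaining results were singled out because they lie in genes or cells that the paper does not discuss. A cluster led by Cxcl1, Cxcl10 and Cxcl2 held 0.668% of LECs. Erythroid-like cells were 0.129% of the filtered cells. Six3 had 517 CPM in endothelial cells. Tagln differed between female and male LECs by a log2 fold change of -1.07, a call that is lost without the replicate block (-1.03).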

How the results depend on the processing

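Chosen after results were seen were the resolution of 0.6, the phase shares without the low-UMI cluster, the share of LECs without erythroid-like cells, and the test with marker and cell cycle lists; every other alternative was set in advance. Of 149 comparisons of summary values, 130 kept their side or moved by no more than the spread between pools (for counts, by no more than 1.5 times), 19 moved and 0 reversed; of 1943 comparisons of named genes, 1821 were the same, 9 weaker, 6 stronger (all Mdk in Progenitor-like LECs), 101 moved (94 of them on leaving out 1 pool) and 6 reversed. In each case below, the cause was not tested.

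The share of LECs was 93.8% without doublet removal and 93.0 to 94.9% on leaving out 1 pool. LEC clusters numbered 10 at a resolution of 0.4 and 14 at 0.6. Genes higher in Progenitor-like LECs numbered 957 with DESeq2, 1067 without the replicate block, 3060 against the sum of all other LECs, 2732 with all UMIs used for both clusters and tests, and 1119 at 0.1. With DESeq2 the counts were 1066 for Early Differentiating-like, 685 for Notch Effector-like and 894 for Progenitor Cycling-like LECs, and without the replicate block 1102 for Early Differentiating-like and 955 for Progenitor Cycling-like LECs. Of the comparisons of gene lists at 0.2, 76 of 114 passed at the preset correlation and 0 of 114 with an estimated one (28 of 133 at 0.6). With the marker and cell cycle lists added, 145 of 204 passed at the preset correlation, a similar share. Genes different between the sexes numbered 5 with DESeq2, 14 without doublet removal and 72 with sums per pool, sex and cluster.

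Ranges over all alternatives were 29.3 to 36.6% for S or G2M, 15.3 to 20.4% for S, 4 to 14 LEC clusters, 2791 to 4272 genes for Late Differentiating-like, 2159 to 3825 for Histone-like and 1695 to 3193 for Cycling-like LECs, 3645 to 6637 between Late and Early, and 6 to 7 pseudotime genes.

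Among named genes, Mdk in Late Differentiating-like LECs reversed at 0.1 (0.23). Itgb1 in Progenitor-like LECs, which did not pass, reversed without regression (0.24), with all UMIs (0.23) and with another seed (0.17). Birc5 along pseudotime reversed without regression (4.15) and spanned -2.40 to 0.19 on leaving out 1 pool.

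Each pool supplies every cluster, which is why the pool is a block in the main test. With 1 pool left out, gene tests have no residual degrees of freedom and give log2 fold changes only. No Early Differentiating-like cluster formed at 0.1, and no Cycling-like one at 0.4, or at 0.6 without cell-cycle regression or without replicate 2, so these give no value there. Without replicate 1, endothelial and hemoglobin-bearing cells fell in 1 cluster, and the macrophage cluster held 104 cells against 28 of that pool with both in use. In simulated counts the test recovered 26 of 50 genes raised 1.5-fold, 40 of 50 raised 2-fold and 49 of 50 raised 4-fold, but 27 of 50 lowered to 0.5 of their level, so decreases were found less often than increases of the same size.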

Differences from the paper's values

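Apart from the resolution of 0.6, no choice in this part was made to approach the paper's values. That resolution was added after results were seen. Of the main partitions it alone held clusters with the paper's markers of Notch Effector, Cycling and Progenitor Cycling LECs. Values given here at 0.6 or for these classes rest on that choice. UMIs per barcode of replicate 2 differ: the paper's violin is widest at about 13000 in Supplementary Fig. S1A, read by eye, and the median here is 8050. The widest part of a violin is not a median, and no alternative set before the data were examined bears on unfiltered barcodes. All other values of the paper that were also computed lie within the spread between pools or within 1.5 times, a limit that a share near 100% cannot pass. The share of LECs, 94.5% here and 96.6% in the paper, differs by more than the spread between pools (SD 0.612), and no alternative reaches the paper's value (93.0 to 94.9%). The paper's 7 LEC clusters are reached with another random seed, with all UMIs, without doublet removal, with percentiles within each pool and without replicate 1. The 4 clusters at 0.1 differ, as do the 14 at 0.6. The paper's 11 clusters of all cells are reached without cell-cycle regression and without Harmony.

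The paper names lipid and glutathione metabolism among the features of its progenitor clusters. Here the cholesterol list did not pass in Progenitor-like LECs at 0.2 (median -0.11, camera adjusted p = 0.0755) and was lower at 0.6 (-0.87), and the glutathione list did not pass in Progenitor-like LECs (adjusted p = 0.0544 at 0.2 and 0.0838 at 0.6) or Progenitor Cycling-like LECs (0.217), with Gclc and Gclm highest in the differentiating classes (121 CPM in the Late and 191 in the Early class). Other values go the paper's way: the cholesterol list was higher in Progenitor Cycling-like LECs (0.55, a call that is lost with an estimated correlation, adjusted p = 0.101), and Slc7a11 in Progenitor-like LECs (2.14).

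The paper describes Birc5 as falling along pseudotime. Here it was lower at the end than at the start in both pools, but highest in bin 7 of 10, and the direction turned without cell-cycle regression. The paper describes Ptn as absent from differentiating clusters. Here it was much lower there, at 23.0 CPM in Early and 13.0 in Late Differentiating-like LECs, and still counted. Counts this low can come from RNA shared between droplets, which was not measured for Ptn, so they do not contradict the paper. The paper places raised Notch signaling in the differentiating clusters alone, from ligand and receptor scores that were not computed here; Jag1 was higher in both differentiating clusters, and the Notch pathway list was lower in Late Differentiating-like LECs (median -0.64 at 0.2 and -1.58 at 0.6), a call that is lost with an estimated correlation (adjusted p = 0.322 and 0.296). The list did not pass in Early Differentiating-like LECs (median 0.08, camera adjusted p = 0.920 at 0.2, and 0.12, 0.487 at 0.6), and was higher in Notch Effector-like LECs (0.81, adjusted p = 0.00635 with an estimated correlation).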

Other observations

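The comparison of sexes and the gene lists were set before the data were examined, while the 2 small clusters, Foxe3 and the choice of lists to name here came after results were seen. Energy metabolism genes differed between LEC clusters at 0.2 in small steps, and none of the list calls here holds with an estimated correlation at 0.2. In Late Differentiating-like LECs, oxidative phosphorylation genes were higher (65 of 83 genes higher over all genes tested and 68 adjusted over the list alone, median 0.33, camera adjusted p = 1.41e-10, 0.219 with an estimated correlation), as were genes of autophagy and organelle loss (8 of 11 genes higher over all genes tested and 8 adjusted over the list alone, median 0.45, camera adjusted p = 0.00727, 0.304 with an estimated correlation), while glycolysis and hypoxia genes were lower (10 of 19 genes lower over all genes tested and 11 adjusted over the list alone, median -0.28, camera adjusted p = 0.00168, 0.154 with an estimated correlation). In Progenitor-like LECs, glycolysis and hypoxia genes (8 of 19 genes higher over all genes tested and 10 adjusted over the list alone, median 0.21, camera adjusted p = 3.39e-05, 0.0962 with an estimated correlation) and lysosome genes (9 of 16 genes higher over all genes tested and 9 adjusted over the list alone, median 0.23, camera adjusted p = 1.73e-04, 0.127 with an estimated correlation) were higher. The heat shock list was called lower there with a median near 0 (median -0.03, camera adjusted p = 0.0323, 0.304 with an estimated correlation). At 0.6, the call for glycolysis and hypoxia in Progenitor-like LECs holds with an estimated correlation (adjusted p = 0.0437).

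The 2 small clusters of LECs were led by genes outside the paper's marker sets. In the one of 198 cells, Ccl2, a chemokine, and Isg15, an interferon-induced modifier, were higher by log2 fold changes of 6.51 and 6.16. In the one of 117 cells, Cxcl10 and Cxcl1, both chemokines, were higher by 9.52 and 6.17 (edgeR's quasi-likelihood test, BH-adjusted p from 6.92e-73 to 2.74e-70, both pools). Not all cells carried them: Isg15 was detected in 10.6% and Ccl2 in 58.1% of the 198 cells (means of the 2 pools). Cxcl10 was detected in 27.6% and Cxcl1 in 57.9% of the 117 cells.

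Foxe3, a transcription factor of the lens epithelium, was counted at only 4.28 CPM in LECs. Its annotated span is short (chromosome 4, 114925147 to 114926013), and 3′ reads that fall outside the annotated gene are not counted. Whether such reads were lost was not examined, so the count does not show that expression is low.

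A sex was assigned by transcripts to 12099 of 17516 LECs (69.1%), and 1.91% carried transcripts of both sexes (2.76% without doublet removal). Between female and male LECs, 9 of 13609 genes differed (5 with DESeq2, 14 without doublet removal and 72 with sums per pool, sex and cluster), but 5 of the 9 served to assign the sex and Tsix overlaps 1 of those, so these 6 follow from the assignment. The other 3 were Eif2s3x, a translation factor (0.63), Pbdc1 (0.57) and Tagln (-1.07), as log2 fold changes in edgeR's quasi-likelihood test. All 3 calls are lost without the replicate block, with log2 fold changes of 0.63, 0.57 and -1.03, and that of Eif2s3x also when the assignment needs at least 2 UMIs (0.58).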
